# Identification and analysis of brown planthopper-responsive microRNAs in resistant and susceptible rice plants

**DOI:** 10.1038/s41598-017-09143-y

**Published:** 2017-08-18

**Authors:** Yan Wu, Wentang Lv, Liang Hu, Weiwei Rao, Ya Zeng, Lili Zhu, Yuqing He, Guangcun He

## Abstract

The brown planthopper (BPH) is the most devastating insect pest of rice. The rice gene *BPH15* confers resistance to BPH. MicroRNAs (miRNAs) regulate a spectrum of development and defense response processes in plants. In this study, we analyzed six miRNA profiles of a *BPH15* introgression line (P15) and a susceptible recipient line (PC) at three time points (0 h, 6 h and 48 h) after BPH attack, and identified 464 known miRNAs and 183 potential novel miRNAs. Before the BPH feeding, we identified 23 miRNAs differentially expressed in P15 and PC. We speculated that the resistant plant is in a priming state by the regulation of miRNAs. After the BPH feeding, 104 miRNAs were found to be expressed differentially in P15 (68 in P15-6/P15-0, 36 in P15-48/P15-0), and 80 miRNAs were found expressed differentially in PC (32 in PC-6/PC-0, 48 in PC-48/PC-0), which illustrated that miRNA expression is activated upon attack. These miRNAs regulate different pathways that contribute to the basal defense and specific resistance of rice to the BPH. Our study provides additional data for scientists to further explore the mechanism of plant defense against insect attack and to find a way for efficient insect control.

## Introduction

Plants and herbivorous insects have been engaged in a perpetual evolutionary battle for at least 100 million years. Plants have evolved multiple mechanisms to detect insects and activate defense. Some evidence indicates that plants’ defense to insects shares many similarities with their defense to pathogens^1, 2^. However, since insects’ behavior is more complicated than that of pathogens, the interaction between plants and insects is more intricate^3^. Insects cause direct and indirect damage when feeding on plants. Plants perceive chemical elicitors, mostly from insect saliva, and initiate signaling events such as calcium release, oxidative burst, the activation of several protein kinases, and JA synthesis and then induce the production of toxic secondary metabolites, volatile organic compounds, and other compounds to provide effective protection against insects^4^.

MicroRNAs (miRNAs) are endogenous non-protein coding small RNAs present in both plants and animals that generally comprise 21–24 nucleotides (nt) and are known to play important roles in regulating the expression of protein-coding genes at the post-transcriptional level^5^. Plant miRNAs play a significant role in many plant development processes such as leaf development^6^, floral development and vegetative phase change^7, 8^, shoot and root development^9, 10^, vascular development^11^, and hormone signaling pathways^9, 10, 12^. The role of miRNA in stress responses should not be underestimated. Over 200 recently published studies of more than 40 plant species have reported a role for miRNAs in regulating the plant responses to 35 abiotic stresses such as drought, cold and high salt concentrations^13^. miRNAs have also been reported to regulate plant responses to biotic stresses. They participate in the regulation of the defense response to the bacterial biotroph *Pseudomonas syringae* ^14, 15^, the pathogen-associated molecular pattern (PAMP) flg22^16^, fungal infections^17^, and *Turnip mosaic virus* infection^18^. The miRNA response to insect herbivory in plants is not as well understood. Silencing *RdR1* (RNA-directed RNA polymerase 1) and the DICER-like genes *DCL3* and *DCL4* increased susceptibility to insect herbivory in *Nicotiana attenuata*, showing that a group of miRNAs are involved in *N. attenuata*’s responses to herbivore attack^19, 20^.

The brown planthopper (BPH), *Nilaparvata lugens* (Stål) (Hemiptera: Delphacidae), is the most devastating insect pest of rice in the modern rice cultivation system and causes the most serious damage to the rice yield as well as large economic losses. It is a monophagous piercing-sucking herbivore insect and sucks the sap from the rice phloem using its stylet. BPH causes direct damage to rice plants and transmits viral diseases^3^. To date, 30 BPH resistance genes have been detected in cultivated *O. sativa* and wild species of rice^21^. The BPH resistance gene *BPH15* was identified from wild rice (*Oryza officinalis* Wall. ex Watt.)^22, 23^. Recently, we have cloned a lectin receptor-like kinase that contributes to *BPH15* resistance^24^. Among the three dominant BPH-resistance genes (*BPH14, BPH15, BPH18*) that have been introgressed into the elite indica rice 9311 and hybrid rice, *BPH15* had the greatest effect on conferring resistance to BPH^25, 26^. This indicates *BPH15’*s potentially important contribution to the agricultural industry with its unique mechanism of resistance to BPH.

In this study, we focused on the miRNA responses in the rice plants to BPH attack. We identified a number of miRNAs that are expressed differentially in the resistant (a *BPH15* introgression line) and susceptible plants (recurrent parent 9311) before and after insect feeding^25^, and these miRNAs regulated different pathways that contribute to the basal defense and specific resistance of rice to BPH insects. The results indicate that miRNA might play important roles in rice defense against BPH.

## Results

### An overview of the small RNA sequencing results

To clarify the role of miRNAs in the rice defensive reaction to BPH, we performed the deep sequencing and characterization of the small RNAs (sRNA) in the *BPH15* introgression line (P15) and susceptible recipient line (PC) infested by BPH insects for 6 h (P15-6, PC-6), 48 h (P15-48, PC-48) and non-infested (P15-0, PC-0). 

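The miRNA reads of 6 libraries were analysed, from PC and P15 at 0, 6 and 48 h, with 1 library per condition and the tissue of 30 plants pooled in each. The infested plants carried 8 insects per seedling, and the 0 h plants were not infested. The paper gives seedlings of 2 weeks with 2 leaves and takes their stems, whereas the sample labels give 3 weeks, 4 leaves and leaf sheaths. The authors deposited, for each miRNA and library, a read count and the same count as TPM, scaled to a total for each library. The library totals behind TPM are 1343912 in PC-0, 1258734 in PC-6, 1283295 in PC-48, 1426058 in P15-0, 1644065 in P15-6 and 1078716 in P15-48. They make up 7.85% (P15-48) to 12.6% (P15-6) of the clean reads that the paper lists in Table 1. The counts of all entries add up to as much as 3.88 times the library total, since many miRNAs with the same mature sequence hold the same reads. A count of 0 allows up to 3 reads, or 1.82 TPM in P15-6 to 2.78 TPM in P15-48. Log2 fold changes and the unadjusted P came from edgeR's exact test with dispersion 0 on these totals. A miRNA counted as differentially expressed, as in the paper, at an absolute log2 fold change of at least 1 and an unadjusted P under 0.05. With 1 library on each side, such a test compares those libraries and not the conditions, and no difference between a pair of libraries has a replicate check by sequencing. For some miRNAs the paper reports RT-PCR with biological replicates, which is not analysed here. Fold changes are ratios of TPM. Intervals are 95% counting intervals unless named otherwise and, like the 3-read limits, cover counting error only. Differences between the responses of the lines were computed with the library totals only and move with the scaling, which their intervals do not cover.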

Total reads of 18,713,895 (PC-0), 18,298,038 (PC-6), 21,032,597 (PC-48), 20,223,463 (P15-0), 18,599,929 (P15-6) and 18,215,166 (P15-48) were generated in the six libraries (Table 1). After removing the sequences of low quality, poly A, incorrect adaptors and those shorter than 18 nt, 13,862,467 (PC-0), 13,108,056 (PC-6), 14,327,775 (PC-48), 13,972,099 (P15-0), 13,081,158 (P15-6) and 13,742,651 (P15-48) clean reads were obtained. The length distribution of the sRNA, as shown in Fig. 1a, was mostly concentrated at 21 nt and 24 nt as previously reported for rice sRNAs. Then, all of the sequences were aligned with small RNAs in GenBank database (release 209.0) and Rfam database (release 11.0) to identify and remove rRNA, scRNA, snoRNA, snRNA and tRNA. The unique sequences obtained were then mapped to the rice genome. Those mapped to exons or introns and repeat sequences were also removed (Fig. 1b). The remaining sequences were assigned to the miRNA database in miRBase (release 21). Rice miRNA is the most thoroughly studied monocot miRNA, and there are 592 precursors and 713 mature miRNAs in miRBase. 

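miR166a-3p, which targets HD-ZIP III transcription factors, was the most abundant known miRNA in every library. Its mature sequence took 49.5% of the library total in P15-0 and 56.5% in P15-6, the lowest and the highest of the 6 libraries. miR166g-3p, which shares most of that sequence and may share reads with it, took 16.5% in PC-0. miR396f-5p, which targets growth-regulating factors, miR156d, which targets SPL factors, and miR168a-5p, which targets the Argonaute AGO1, were also abundant. Of the mature sequences, 7 were among the 10 most abundant in every library and 12 in at least 1 library. Between 389 (P15-6) and 418 (P15-0) known miRNAs had at least 1 read in a library, and 183 (P15-0) to 204 (P15-48) had fewer than 10 reads or none.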

We identified 464 known miRNAs. Most of the known miRNAs are 21 nt-long and terminated in a 5′-U residue, consistent with the characteristics of Ago2 protein (Fig. S1).

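Among the 464 known miRNAs, 248 (53.4%) were 21 nt and 96 (20.7%) were 24 nt long. miR166a-3p and miR167a-5p are of the 21-nt class with a first U, the form that AGO1 binds. miR1862a is of the 24-nt class with a first A. U was the first base of 223 (48.1%, Wilson 95% confidence interval 43.5 to 52.6), A of 109, G of 79 and C of 53. Both 21 nt and a first U were found in 148 miRNAs, and both 24 nt and a first A in 55. Of the 242 known miRNAs with at least 100 reads over the 6 libraries, 153 were 21 nt long and 129 (53.3%) began with U.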

**Table 1:** Summary of small RNA sequences data.

Type	PC-0	PC-6	PC-48	P15-0	P15-6	P15-48	Total
Total_reads	18713895	18298038	21032597	20223463	18599929	18215166	115083088
High quality	16046366	15456853	17532726	16974946	15595125	15773774	97379790
3′ adapter null	307480	78649	732850	270039	49618	309152	1747788
Insert null	39987	38526	44154	45743	88276	62704	319390
5′ adapter contaminants	66406	72180	78407	102359	77793	50050	447195
Smaller than 18 nt	1769541	2159036	2349106	2584275	2297919	1608800	12768677
Poly A	485	406	434	431	361	417	2534
Clean reads	13862467	13108056	14327775	13972099	13081158	13742651	82094206

**Figure 1:**
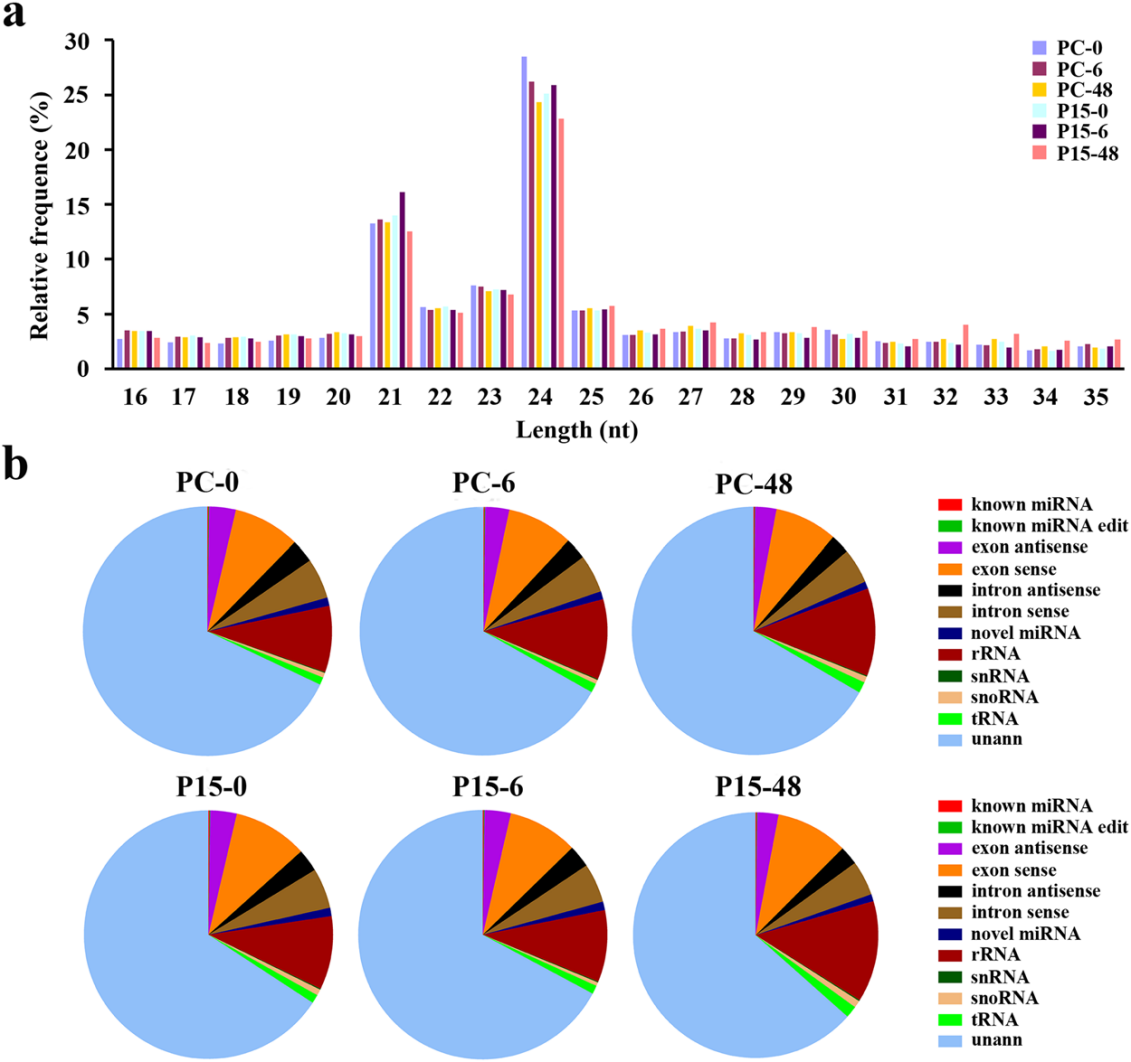
Size distribution and annotation of small RNAs from the libraries of the resistant *BPH15* introgression line (P15) and susceptible recipient line (PC) at 0 h, 6 h, and 48 h after BPH infestation. (**a**) Length distribution of sequenced reads. The most abundant sRNAs in both libraries were 21 nt and 24 nt in length. (**b**) Proportions of different classes of small RNAs detected in the six libraries.

The expression level of a miRNA in one treatment is indicated as the miRNA sequencing reads in the total reads^27^. The expression levels of 464 miRNAs were compared between the treatments. The numbers of miRNAs with a difference ratio greater than 2 and a P < 0.05 are shown in Fig. 2. 

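After BPH feeding, miR530-5p fell from 67 to 6 reads in P15 at 6 h. In PC, 16 of the 19 members of miR395, which targets ATP sulfurylases and a sulfate transporter, fell at both times, all with 1 mature sequence, and miR395b fell by 1.24 on the log2 scale at 6 h and by 1.27 at 48 h. With TMM, 10 of the 16 were called at 6 h. miR398b, which targets copper/zinc superoxide dismutases, rose in both lines at 48 h. In PC-6/PC-0, 33 of 428 miRNAs were differentially expressed, 2 up-regulated and 31 down-regulated. PC-48/PC-0 had 47 (6 up, 41 down), P15-6/P15-0 had 60 (0 up, 60 down) and P15-48/P15-0 had 29 (9 up, 20 down). The direction depends on the scaling. Over the miRNAs with at least 20 reads, the median log2 fold change in P15-6/P15-0 was -0.50 with the library totals and -0.10 with TMM, and the split became 7 up and 22 down with TMM and 9 up and 20 down with median-of-ratios. P15-48/P15-0 became 12 up and 8 down with median-of-ratios, and 1 up and 72 down with the clean reads as totals (median -0.14 with the library totals, 0.02 and -0.52 with these). With TMM, PC-6/PC-0 had 9 up and 16 down (median -0.09 to 0.14) and PC-48/PC-0 11 up and 27 down (median -0.09 to 0.12).

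**Figure D1:**
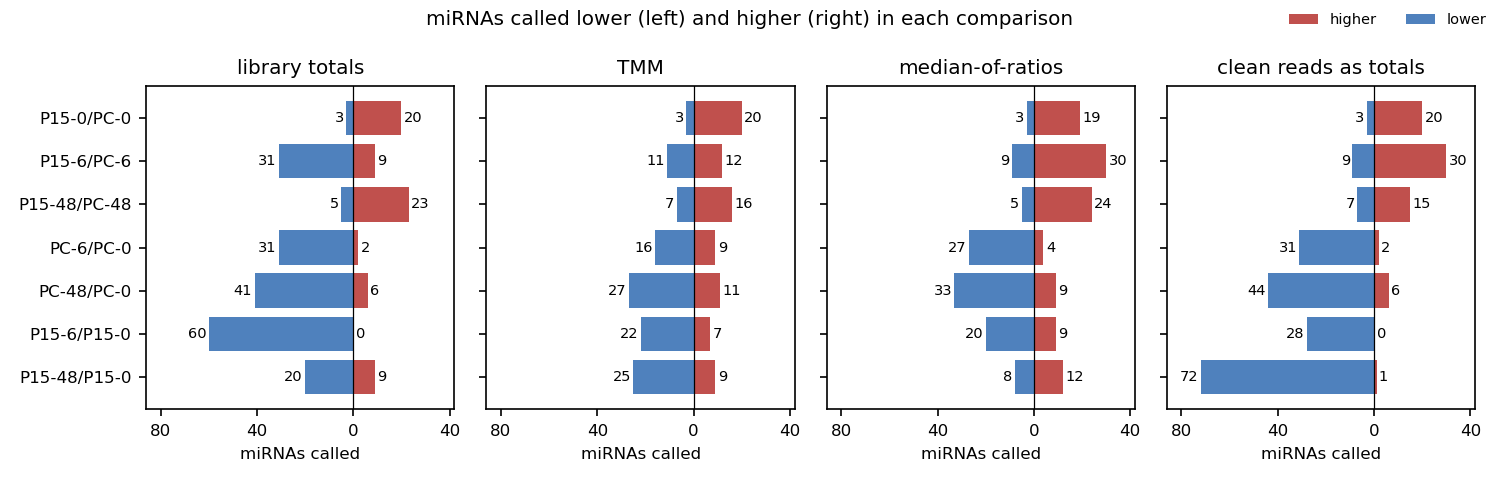
Number of differentially expressed known miRNAs (horizontal axis; down-regulated to the left in blue, up-regulated to the right in red) in each of the 7 comparisons, with the library totals, TMM, median-of-ratios and the clean reads as totals. P15-0/PC-0 keeps 19 or 20 up-regulated miRNAs in every panel, whereas P15-6/PC-6 has 31 down-regulated miRNAs in the first panel and 9 to 11 in the others.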

There were 104 miRNAs differentially expressed in P15 (68 in P15-6/P15-0, 36 in P15-48/P15-0) and 80 miRNAs differentially expressed in PC (32 in PC-6/PC-0, 48 in PC-48/PC-0), which illustrates that the miRNAs did respond to BPH feeding, and more miRNAs responded in P15 than in PC. In addition, 23, 50 and 32 miRNAs were differentially expressed in P15-0/PC-0, P15-6/PC-6 and P15-48/PC-48, respectively. 

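miR529b, which targets SPL factors, was 2.09 (95% counting interval 1.36 to 3.28) times as high in P15 as in PC at 0 h and 4.26 (2.73 to 6.85) times as high at 48 h, but 1.28 times at 6 h, which was not called. miR171b, which targets GRAS factors, had 491 reads in PC-6 and 299 in P15-6. miR399j, which targets a ubiquitin-conjugating enzyme of phosphate homeostasis, was 2.37 (1.93 to 2.93) times as high in P15 at 48 h. In all, 23 of 435 miRNAs were differentially expressed between the lines at 0 h, 40 of 429 at 6 h and 28 of 426 at 48 h, which hold 16, 27 and 18 distinct mature sequences. Fewer than 20 reads in each library of the pair stood behind 6, 12 and 12 of these miRNAs. In 100 simulated pairs with no difference between lines and a spread between libraries of 0.190 (coefficient of variation), a mean of 13.1, 12.8 and 12.4 miRNAs passed the thresholds.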

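In P15-6/PC-6, miR167a-3p had a log2 fold change of -1.97 (fold change 0.255 (95% counting interval 0.170 to 0.375)). It is the star strand of miR167, a family that targets auxin response factors. Of the 13 members of miR171, which targets GRAS factors, 6 were down-regulated in P15-6/PC-6 (median at percentile 0.265 of 10000 random lists matched on expression), but 0 with TMM, with median-of-ratios and with the clean reads as totals. The 13 hold 9 mature sequences and are not independent members, as the random lists take them to be. miR169n, which targets NF-YA factors, had a log2 fold change of -1.96 at 6 h and 1.09 at 48 h, and 5 of 19 miR169 members were down-regulated at 6 h while 3 were up-regulated at 48 h. The median log2 fold change of the 19 at 48 h was -0.11 (percentile 5.34), so the 3 do not stand for the family. The numbers with TMM, median-of-ratios and the clean reads as totals were 2, 2 and 2 at 6 h and 1, 3 and 1 at 48 h. At 48 h miR171i-5p was 4.36 (1.72 to 13.2) times as high in P15, and miR408-5p, of a family that targets copper proteins, was lower (log2 fold change -2.04). P15-6/PC-6 had 9 up-regulated and 31 down-regulated miRNAs, and P15-48/PC-48 23 and 5. The 6 h split reversed with median-of-ratios and with the clean reads as totals, to 30 up and 9 down in each, and was 12 up and 11 down with TMM, as the median moved from -0.32 to 0.06, 0.07 and -0.07. In both reversed splits, 16 of the 30 were miR395 members. With 1 entry per mature sequence, the split was 8 up and 7 down with median-of-ratios and 6 up and 9 down with TMM. The 48 h split was 16 up and 7 down with TMM (median 0.16 to 0.02) and 15 up and 7 down with the clean reads as totals (median -0.03).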

Forty-one of the 50 were down-regulated in P15-6/PC-6, while 27 of the 32 were up-regulated in P15-48/PC-48. All this suggests that there are different regulation modes in P15 and PC, and the early (6 h) and late (48 h) responses to BPH resistance were different, particularly in the resistant rice. We validated eight of the differentially expressed miRNAs by quantitative stem-loop RT-PCR^28^, and the results of the three biological replicates were consistent with the log_2_ ratios of mature miRNA counts (Fig. 3).

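The sequencing side of this comparison is given here for the 8 miRNAs, as fold changes of TPM in PC-6/PC-0, PC-48/PC-0, P15-6/P15-0 and P15-48/P15-0. miR399d was 0.390, 0.304, 0.588 and 0.506 times its level at 0 h. miR444e, which targets MADS-box factors, was 0.835, 1.31, 0.475 and 1.02 times. miR168a-3p was 0.902, 1.03, 0.429 and 0.716 times. miR396c-5p was 0.797, 0.618, 1.13 and 0.489 (0.476 to 0.502) times. miR827, which targets SPX-domain phosphate transporters, was 0.870, 0.511, 0.600 and 1.10 times, and miR1425-5p 1.17, 1.15, 0.632 and 1.49 times. miR166a-3p stayed between 1.07 and 1.14 times in all 4 comparisons, and miR167a-5p was below its level at 0 h in each of them. The RT-PCR values are not analysed here.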

**Figure 2:**
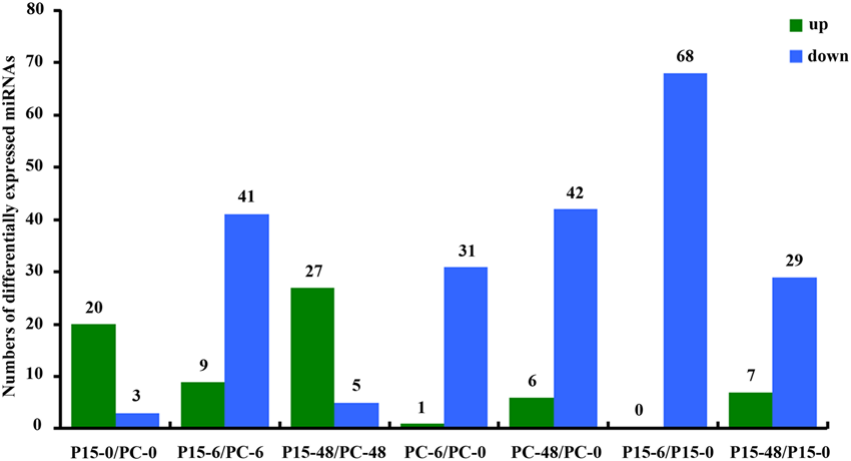
Contrast between up-regulated and down-regulated differentially expressed miRNAs in all comparisons. Differential expression analyses were run with the Bioconductor edgeR package with the condition that the ratio was greater than 2 and P < 0.05. Up represents the number of miRNAs that were up-regulated in the compared group, and down represents the number of miRNAs that were down-regulated in the compared group.

**Figure 3:**
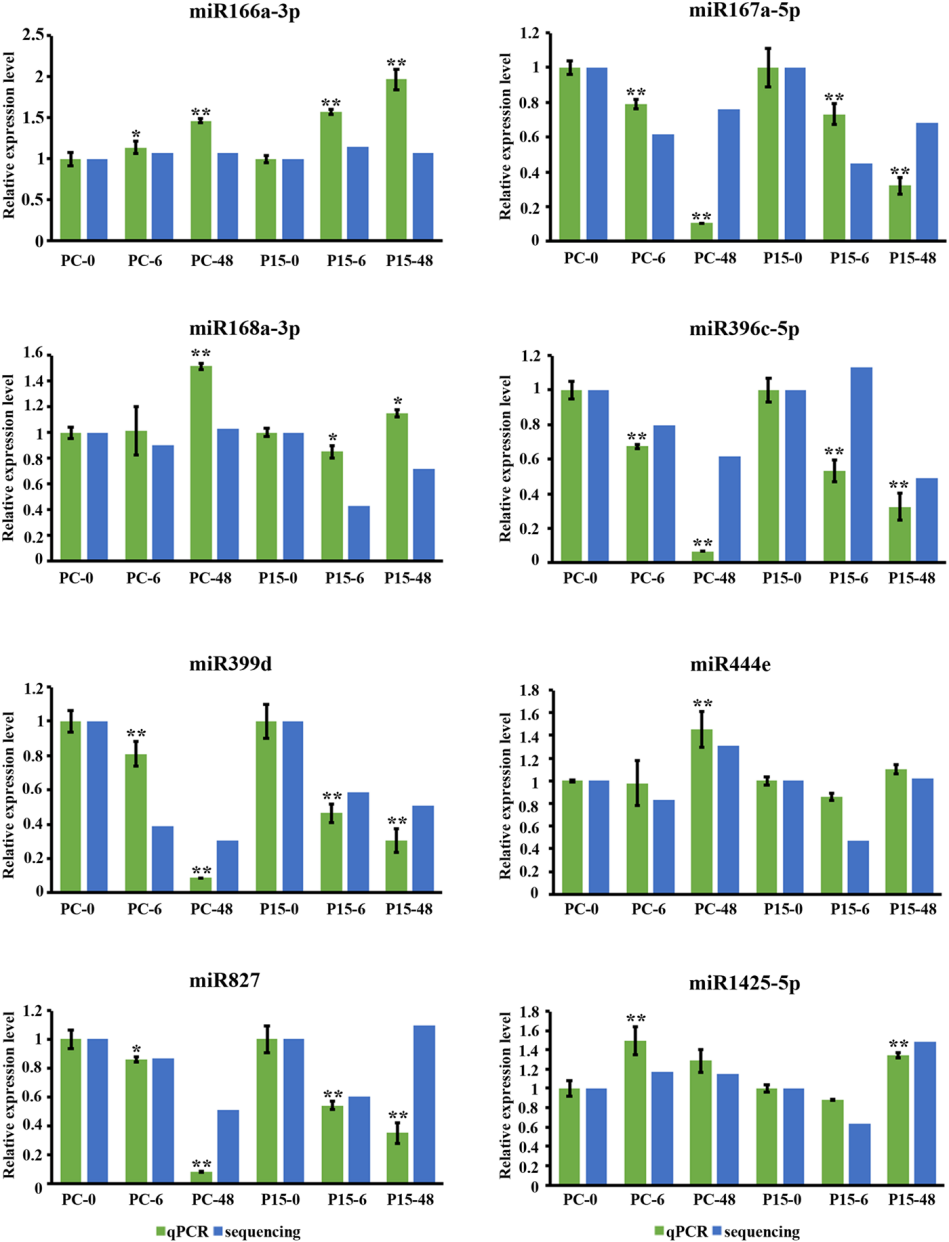
Stem-loop RT-PCR analysis of known miRNA levels in P15 and PC compared to sequencing results. The expression of miRNAs was normalized by small RNA U6. The data represent the mean ± SD from three biologically independent experiments. Statistical significance was analyzed using one-way ANOVA. The asterisks represent significance, where one asterisk indicates P ≤ 0.05, and two asterisks indicates P ≤ 0.01.

### Identification of novel candidate miRNAs in BPH-infested rice

In addition to the known miRNAs, novel miRNAs were also found in the high-throughput sequencing data. First, we compared our sequencing data to the miRNAs of selected plants in miRBase and obtained 739 miRNAs, of which 85 miRNAs were represented by total reads ≥ 100 in all libraries (Table S1). 

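The sequences matched to miRNAs of other plants comprised 739 entries with 733 distinct sequences, of which 85 entries with 81 distinct sequences had at least 100 reads over the 6 libraries. MIR166-y was the most abundant of them, with 2883 reads in PC-0 and 2899 in P15-0, and MIR812-y was next, with 2675 and 2411 reads. Among all 739, 305 were 18 nt and 100 were 21 nt long.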

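Among the 85 entries matched to other plants with at least 100 reads, U was the first base of 45 (52.9%, Wilson 95% confidence interval 42.4 to 63.2), A of 18, G of 12 and C of 10. Over the whole set, irrespective of reads, 286 (38.7%) began with U.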

An analysis of the nucleotide sequences of these miRNAs revealed that the first base of the 5′-terminus did not have a preference for uridine (U) (Fig. S2). We selected three highly expressed miRNAs (MIR8155-Y, MIR5168-Y and MIR8175-Y) for a qPCR experiment, two of which (MIR5168-Y and MIR8175-Y) were similar to the sequencing data (Fig. 4).

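MIR8155-y (18 nt) had 382, 253 and 322 reads in PC and 599, 487 and 237 in P15 at 0, 6 and 48 h. Its TPM at 48 h in P15 was 0.523 (0.448 to 0.609) times that at 0 h (95% counting interval in parentheses). MIR8175-y (18 nt) had 204, 236 and 312 reads in PC and 375, 222 and 236 in P15 at 0, 6 and 48 h, and was 0.513 (0.433 to 0.608) times its level at 0 h in P15-6 and 1.60 times in PC-48. MIR5168-y (23 nt) had 335, 299 and 248 reads in PC and 346, 383 and 202 in P15 at 0, 6 and 48 h, and its fold changes from 0 h lay between 0.772 (P15-48) and 0.960 (P15-6). MIR8155-y and MIR8175-y end in CCA, as mature tRNAs do. Only the sequencing values are analysed here.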

**Figure 4:**
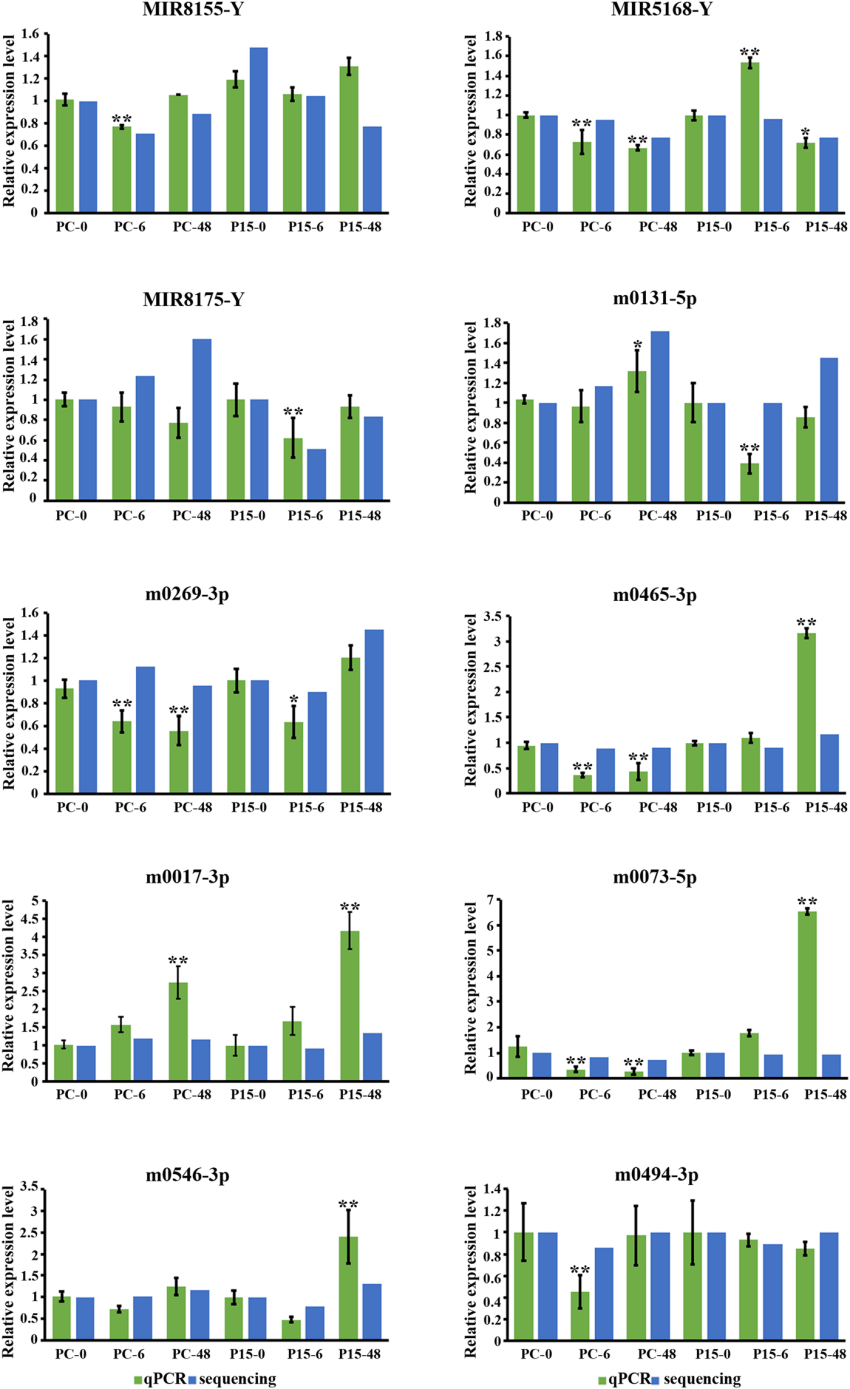
Stem-loop RT-PCR analysis of novel miRNA levels in P15 and PC compared to sequencing results. The expressions of miRNAs was normalized by small RNA U6. The data represent the mean ± SD from three biologically independent experiments. Statistical significance was analyzed using one-way ANOVA. The asterisks represent significance, where one asterisk indicates P ≤ 0.05, and two asterisks indicates P ≤ 0.01.

miRNA has a special secondary structure, so by referring to the genome sequence of rice, we can locate the remaining sequences on the genome and find possible novel miRNAs secondary structure prediction. 

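The predicted miRNAs comprised 695 entries with 614 distinct sequences, and 98 of them, with 76 distinct sequences, had at least 100 reads over the 6 libraries. They are named here by the last parts of their IDs. m0269-3p was among the abundant ones, with 1562 reads in PC-0 and 1610 in P15-0.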

Then, by aligning the sequences to the rice genome with no nucleotide mismatch and the predicted characteristic stem-loop precursor, we found 695 novel miRNAs, of which 98 were represented by total reads ≥ 100 in all libraries (Table S2). The first base of the 5′ end had a preference for U (Fig. S3). However, when we validated the predicted novel miRNAs by quantitative stem-loop RT-PCR, only one of seven miRNAs, novel-m0494-3p, had a similar expression to the sequencing data (Fig. 4). 

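Of the 98 predicted miRNAs with at least 100 reads, 62 (63.3%, Wilson 95% confidence interval 53.4 to 72.1) began with U, and over all 695 the number was 437 (62.9%). m0494-3p and m0131-5p belong to the abundant group.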

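m0494-3p had 450, 361 and 430 reads in PC and 429, 441 and 324 in P15 at 0, 6 and 48 h, and its TPM was 0.857 and 1.00 times that at 0 h in PC-6 and PC-48, and 0.892 and 0.998 times in P15-6 and P15-48. m0131-5p was 1.72 (1.47 to 2.01) times its level at 0 h in PC-48 (95% counting interval in parentheses), and m0269-3p 1.45 times in P15-48. m0073-5p had 330, 257 and 232 reads in PC and 276, 295 and 197 in P15 at 0, 6 and 48 h. The RT-PCR itself is not analysed here.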

The secondary structures of the seven novel miRNA precursors are shown in Fig. S4. The low expression level may explain why accurate detection was not possible with qPCR. The Cq values of these genes were almost 35 cycles. In addition, as a model plant, rice has been found to possess many miRNAs. The remaining novel miRNAs expressed at a low level may not have been detected accurately by qPCR, so we need other means to confirm their existence.

### miRNAs differentially expressed in P15 and PC before BPH feeding

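Before BPH feeding, miR1862a, miR1862b and miR1862c, which have the same 24-nt mature sequence, were 19.3 (95% counting interval 13.0 to 29.9) times as high in P15-0 as in PC-0, at 374 against 19.3 TPM. miR1861b and its identical copies miR1861f, miR1861i and miR1861l were 8.82 (5.67 to 14.4) times as high. Both differences remained after BPH feeding. miR1862a was 64.9 times as high in P15 at 6 h and 16.9 times at 48 h, and miR1861b 14.9 and 6.25 times. The rice genes that miR1861 and miR1862 target are not given in the paper's text, and its Table S3 of targets was not available. Across the 3 time points, edgeR's quasi-likelihood test of the line (TMM, 3 libraries per line, 2 residual degrees of freedom) called 15 of 281 miRNAs at a Benjamini-Hochberg adjusted p under 0.05, 14 of them higher in P15. The line effect was 4.75 (standard error 0.32, adjusted p = 8.62e-41) on the log2 scale for miR1862a and 3.22 (standard error 0.33, adjusted p = 4.26e-19) for miR1861b, with P15 above PC at 3 of 3 time points. It also called miR396e-3p at 1.60 (standard error 0.39, adjusted p = 0.00107), miR529b at 1.23, miR399j at 0.85, miR399d at 0.73 and miR167a-3p at -0.96. DESeq2 called 10, and edgeR called 4 when identical entries were taken once. The last 5 lost their calls with library totals without TMM, with identical entries once and without either 0 h library, and DESeq2 called miR399d, miR399j and miR529b of them, did not call miR167a-3p and, by its filter on abundance, did not test miR396e-3p. This fit takes the difference between lines as constant over time. Its p-values rest on variances moderated across all 281 entries, copies included, and not on the 2 residual degrees of freedom alone. They do not measure the spread between plants of a line. miR1861b and miR1862a were already in Table 2 of the paper, which rests on these libraries, so the calls are not independent evidence for them.

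**Figure D2:**
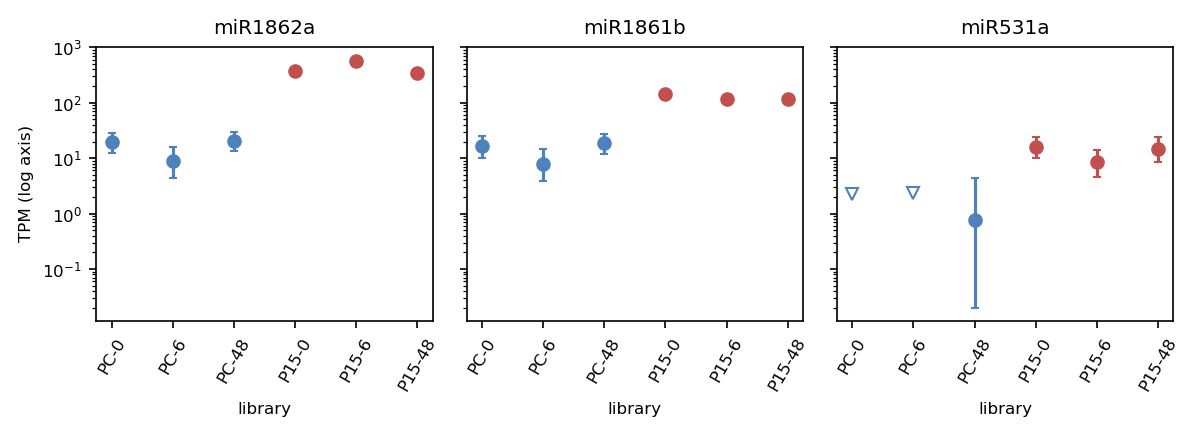
TPM (log axis) of miR1862a, miR1861b and miR531a in the 6 libraries, PC in blue and P15 in red, with 95% counting intervals as bars and open triangles at the 3-read limit where a library had 0 reads. miR1862a lies between 8.74 and 20.3 TPM in PC and between 342 and 567 TPM in P15.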

To determine whether the expression of miRNAs in resistant rice was different from that in susceptible rice before BPH attack, we compared the miRNAs of P15-0 and PC-0, and found that for almost 90% of the differently expressed miRNAs, the expression in P15-0 was higher than that in PC-0. 

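Apart from miR1861, miR1862 and miR531, the miRNAs higher in P15-0 than in PC-0 included miR396e-3p at 3.22 (95% counting interval 1.66 to 6.73) times, of the family that targets growth-regulating factors, and miR530-5p at 2.75 (1.69 to 4.62) times. miR1432-5p, which targets an EF-hand calcium-binding protein, was 2.25 (1.84 to 2.75) times as high and miR528-3p, of the family that targets ascorbate oxidase, 2.15 (1.27 to 3.79) times. miR1320-3p had 1 read in PC-0 and 9 in P15-0, a ratio of 8.48 (1.18 to 372). The down-regulated miRNAs were miR167a-3p, with a log2 fold change of -1.19, miR167c-3p with -1.72 and miR1868 with -1.39. miR1846d-3p lost its call with median-of-ratios, and the other calls of this comparison stayed under TMM, median-of-ratios and the clean reads as totals.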

As shown in Table 2, there were 20 up-regulated and three down-regulated miRNAs in P15-0/PC-0. Among those miRNAs, many members were reported to be involved in abiotic stress responses to drought, salt, or other harmful stimuli. Osa-miR531 was reported to target the members of the MAPK cascade gene family, which plays an important role in plants’ innate immunity^29^. 

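miR531a and miR531c, which have the same mature sequence, had 23 reads in P15-0 and 0 in PC-0, at least 7.23-fold higher in P15 against the 3-read limit. miR531b, whose 20-nt sequence is the start of theirs and may share reads with it, had 16 and 0 reads, at least 5.03-fold higher. After BPH feeding, miR531a had 14 reads in P15-6 and 0 in PC-6 (at least 3.57-fold higher in P15), then 16 reads in P15-48 and 1 in PC-48, a ratio of 19.0 (95% counting interval 2.96 to 798). edgeR's line effect over the 3 time points was 5.28 (standard error 0.73, adjusted p = 4.98e-11) for miR531a and 4.54 (standard error 0.82, adjusted p = 1.45e-06) for miR531b, with P15 higher at 3 of 3 time points. DESeq2's filter on abundance left both untested, and the call of miR531b was lost without either 0 h library. The paper chose miR531 on these libraries, so its calls are not independent evidence.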

The expression of miR531 was enhanced in P15. Therefore, this targeting could affect plant responses to BPH through the MAPK cascade. 

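miR3979-3p had 3 reads in PC-0 and 15 in P15-0, a ratio of 4.71 (95% counting interval 1.33 to 25.4) with an exact-test P of 0.00754. It was among the 6 miRNAs of this comparison with fewer than 20 reads in each library.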

Osa-miR3979-3p is a H_2_O_2_-response miRNA, and one of its targets is a putative NBS-LRR disease resistance gene^30^. We speculate that this may play an important role in the signal transduction of BPH resistance.

**Table 2:**
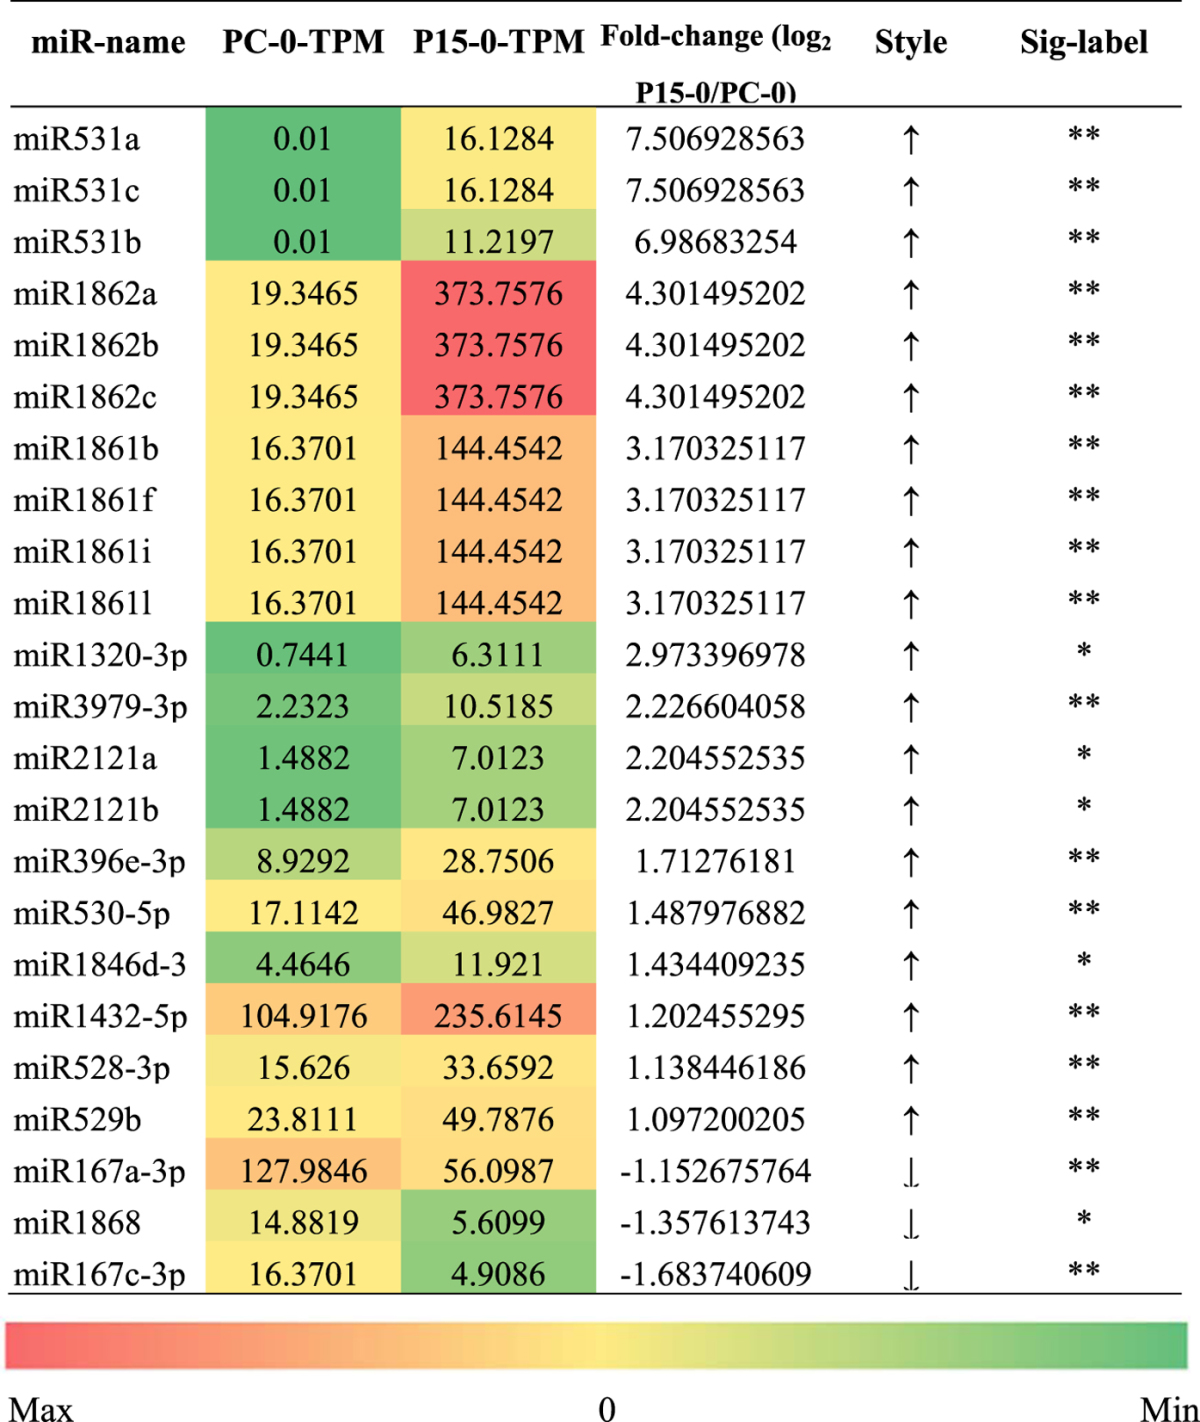
Differentially expressed miRNAs in P15-0/PC-0. The TPM was normalized miRNA sequence reads. Style “↑” indicates that the miRNA was up-regulated in P15-0/PC-0, and style “↓” indicates that the miRNA was down-regulated in P15-0/PC-0. Statistical significance was analyzed by Bioconductor edgeR package. Significant differences are indicated by *P < 0.05, **P < 0.01.

To identify the target of these miRNAs, we used patmatch software and predicted that 136 rice genes were the potential targets of the 23 differently expressed miRNAs (Table S3). Previous work suggests that the expression of a target gene should exhibit the opposite pattern to the corresponding miRNA^31^, and we have previously performed RNA-seq when sequencing miRNA^32^. Therefore, we checked the RNA-seq results and selected 67 potential targets whose expression patterns were the opposite of eight of the miRNAs (Table S3). Among the selected 67 potential targets, we found a number of genes related to plant resistance responses (Fig. 5), including the genes belonging to the GO terms of abiotic and biotic stimuli (RHD2/ LOC_Os12g35610, PR5K/ LOC_Os01g02310), regulation of plant hormones including GA, SA, ET, and CK (PIF3/LOC_Os07g05010, NB-ARC/LOC_Os09g13820, ERF1/LOC_Os05g37640, oxidoreductase/LOC_Os02g22260), cellulose biosynthesis (CSLD2/LOC_Os07g36700, FER/LOC_Os01g56330), amino acids synthesis (CTP synthase/LOC_Os05g49520) and protein folding (isomerase/LOC_Os08g19610). More interestingly, most of these GO terms have been reported to play a pivotal role in the resistance to BPH^3, 32^. The results indicate that these differentially expressed miRNAs are important in the *BPH15* introgression line prior to BPH feeding. By the regulation of the miRNAs, the resistant plant is in a priming state^33^.

**Figure 5:**
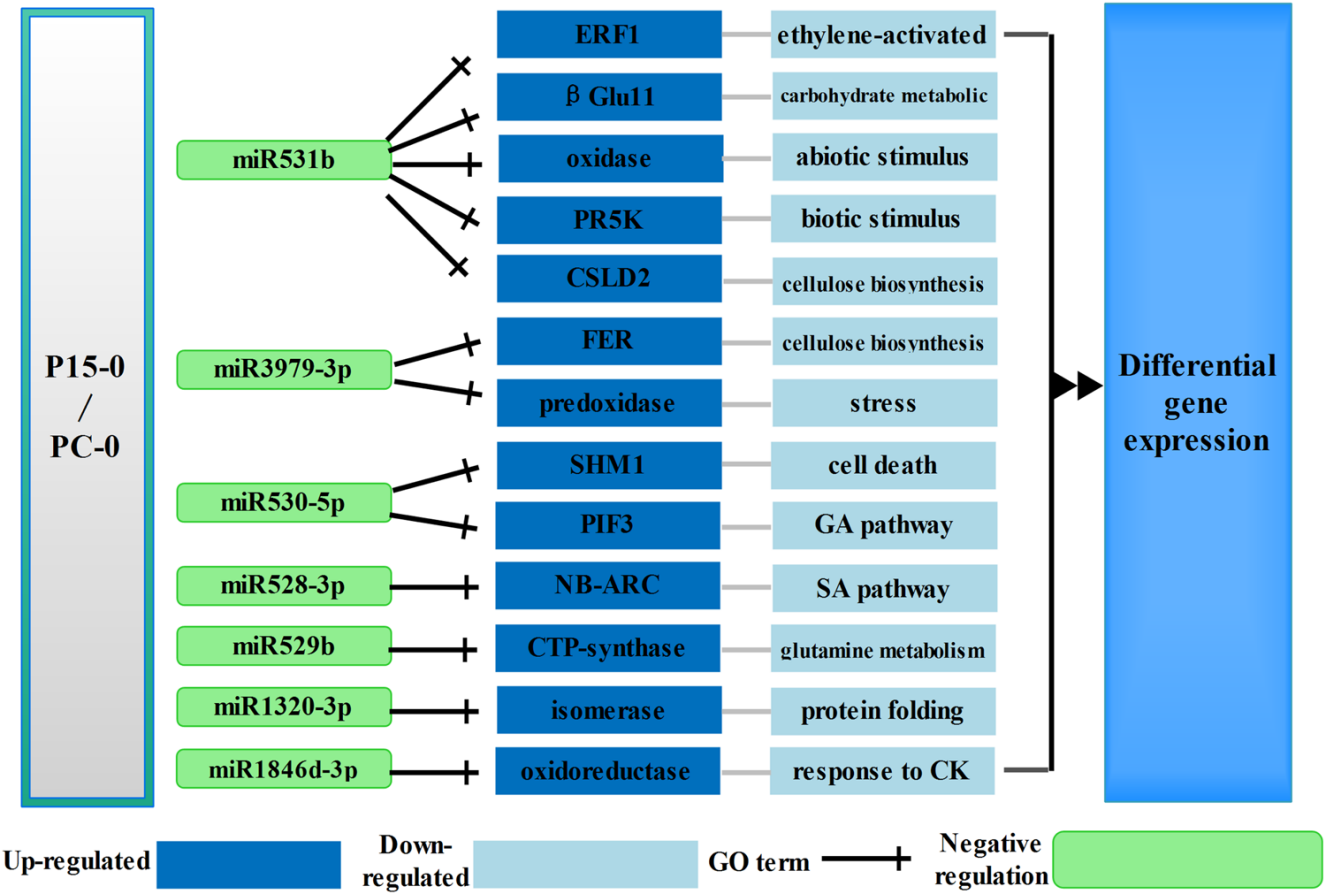
Regulatory network of two rice genotypes before BPH attack. ERF1: ethylene response factor 1; B-Glu11: beta glucosidase 11; oxidase: NADPH/respiratory burst oxidase protein D; PR5K: PR5-like receptor kinase; CSLD2: cellulose-synthase like D2; FER: malectin/receptor-like protein kinase family protein; Peroxidase: peroxidase superfamily protein; SHM1: serine transhydroxymethyltransferase 1; PIF3: phytochrome interacting factor 3; NB-ARC: NB-ARC domain-containing disease resistance protein; CTP synthase: CTP synthase family protein; isomerase: cyclophilin-like peptidyl-prolyl cis-trans isomerase family protein; oxidoreductase: FAD/NAD(P)-binding oxidoreductase.

### Common defense-related miRNA in two rice genotypes at 6 h and 48 h after BPH-feeding

A number of differentially expressed miRNAs appeared in both rice genotypes, seven of which appeared in the two comparisons at 6 h (PC-6/PC-0, P15-6/P15-0), and 19 of which at 48 h (PC-48/PC-0, P15-48/P15-0) (Fig. 6). Among these miRNAs, miR528-5p, miR398b, and miR166c-5p were up-regulated, while all the others were down-regulated (Fig. 7). 

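At 6 h, 7 miRNAs were differentially expressed in both lines, all down-regulated: miR399a, miR399b, miR399c and miR399j, which target a ubiquitin-conjugating enzyme, miR530-3p, miR6249a and miR6249b. miR399a fell by 1.29 on the log2 scale in PC and by 1.11 in P15. Lists of these sizes would share 4.50 down-regulated miRNAs if independent. At 48 h, 12 miRNAs were differentially expressed in the same direction in both lines and 0 in opposite directions, 4 up-regulated (independent lists share 0.131) and 8 down-regulated (independent lists share 2.00). The down-regulated ones were miR160f-3p, miR169r-3p and 6 miR395 members, miR395l, miR395m, miR395n, miR395p, miR395q and miR395r, which share 1 mature sequence. The numbers depend on the scaling, with 1 at 6 h and 16 at 48 h under TMM, 1 and 4 under median-of-ratios, and 1 and 31 with the clean reads as totals. Under median-of-ratios, miR1862a, miR1862b and miR1862c were called in opposite directions at 6 h, down in PC and up in P15.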

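At 48 h, miR528-5p, which targets ascorbate oxidase and laccases, rose to 4.76 (95% counting interval 2.45 to 10.1) times its level at 0 h in PC and to 2.06 times in P15. miR166c-5p, the star strand of miR166c, rose to 2.18 (1.54 to 3.10) times in PC and 2.40 (1.64 to 3.56) times in P15. miR1320-3p rose from 1 to 18 reads in PC, a ratio of 18.9 (2.98 to 785), and 2.64 times in P15. The difference between lines (P15 minus PC, log2) was -1.18 (-2.43 to 0.08) for miR528-5p and 0.14 (-0.57 to 0.86) for miR166c-5p. In edgeR's quasi-likelihood fit over both lines, 48 h against 0 h called 6 of 281 miRNAs at an adjusted p under 0.05. They were miR398b, miR528-5p (1.75 on the log2 scale), miR1320-3p (2.27) and miR166c-5p (1.35), up in both lines, and miR399d (-1.21) and miR169r-3p (-1.41), down in both. DESeq2 called 1, miR399d. edgeR called 0 with library totals without TMM, with identical entries once, without either 0 h library and without PC-48. With the clean reads as totals, the up-regulated miRNAs kept no call in P15-48/P15-0.

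**Figure D3:**
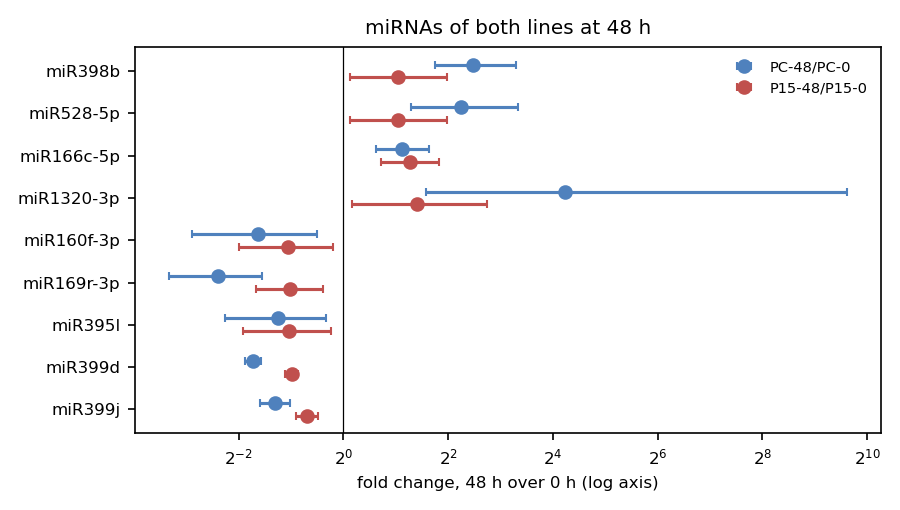
Fold change of TPM from 0 h to 48 h (log axis) of miR398b, miR528-5p, miR166c-5p, miR1320-3p, miR160f-3p, miR169r-3p, miR395l, miR399d and miR399j, PC in blue and P15 in red, with 95% counting intervals as bars. miR398b stands at 5.59 in PC and 2.06 in P15, and miR169r-3p at 0.190 and 0.496.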

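miR398b had 18, 16 and 96 reads in PC at 0, 6 and 48 h and 18, 25 and 28 in P15. From 0 to 48 h its TPM changed by a log2 fold change of 2.47 in PC (95% counting interval of the fold change 3.35 to 9.82) and of 1.03 in P15 (1.10 to 3.95). The response in P15 minus that in PC was -1.42 (95% counting interval -2.53 to -0.32) on the log2 scale. In edgeR's fit over both lines the 48 h effect was 2.04 (standard error 0.40, adjusted p = 1.08e-04). With the clean reads as totals the fold change in P15 was 1.58 and was no longer called.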

Although miR398b was up-regulated in the two lines, the increase was more significant in the susceptible line. The expression level of miR398b was approximately 1.45-fold higher in the PC than in the P15 at 48 h, meaning that the two miR398b target genes encoding superoxide dismutase (CSD1 and CSD2) were probably expressed more in P15 than PC. On the other hand, miR160f-3p, miR166c-5p and miR169r-3p were down-regulated in the two rice genotypes at 48 h. 

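At 48 h, miR398b stood at 74.8 TPM in PC and 26.0 TPM in P15. PC was 2.88 times as high (95% counting interval 1.87 to 4.56), or 1.53 on the log2 scale (0.91 to 2.19). At 0 h the lines stood at 13.4 and 12.6 TPM. Over the copper-related families miR397, miR398, miR408 and miR528, 2 of 8 miRNAs were lower in P15-48 than in PC-48 (median at percentile 0.170 of matched lists). The mRNAs of CSD1 and CSD2 are not analysed here.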

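miR160f-3p, the star strand of a family that targets auxin response factors, had 29 reads in PC-0 and 9 in PC-48, and 44 in P15-0 and 16 in P15-48, which are fold changes of 0.325 (95% counting interval 0.135 to 0.705) and 0.481 (0.253 to 0.869). miR169r-3p had 77 and 14 reads in PC and 80 and 30 in P15, and the difference between its responses was 1.35 (0.35 to 2.36) on the log2 scale (P15 minus PC). miR166c-5p had 51 and 106 reads in PC and 44 and 80 in P15 and was up-regulated in both lines. The calls of miR160f-3p and miR169r-3p in P15-48/P15-0 were lost with median-of-ratios.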

Since osa-miR160, osa-miR166 and osa-miR169 were previously reported to respond to auxin^34^, GA^35^ and ABA^36^, respectively, they probably modulate the genes involved in hormone pathways^37^. Our result indicated that miR160f-3p, miR166c-5p and miR169r-3p might affect the plant responses to BPH through regulating the genes of the signaling pathways of JA-modulating hormones^37^. 

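miR530-3p had 7, 0 and 2 reads in PC and 9, 1 and 3 in P15 at 0, 6 and 48 h. At 6 h it was at least 2.19-fold lower in PC and 0.0964 (95% counting interval 0.00220 to 0.696) times its level at 0 h in P15. miR395l, which targets sulfate assimilation genes, had 35, 15 and 14 reads in PC and 49, 32 and 18 in P15. Its call in P15-48/P15-0 was lost with median-of-ratios, under which no miR395 member was called there, against 9 of 19 with TMM and 16 with the clean reads as totals. miR399j fell by 1.08 and 1.30 on the log2 scale in PC at 6 and 48 h and by 1.20 in P15 at 6 h. miR6249a fell by 1.01 in P15 at 6 h and by 1.22 at 48 h. Its 6 h calls were lost with TMM and median-of-ratios in both lines, and in P15 also with the clean reads as totals. The 6 h calls of miR399j were lost with TMM in both lines, and in P15 also with median-of-ratios and the clean reads as totals.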

The remaining miRNAs, including miR530-3p, miR395g/l/m/n/p/q/r/s/y, miR528-5p, miR399a/b/c/d/j, miR1320-3p and miR6249a/b, were shown to respond to certain abiotic threats^36, 38–40^, and based on this study, these miRNAs may respond to BPH attack. We propose that although the recognition of BPH can be very specific, plants have a “common downstream signaling machinery” that is activated upon the recognition of many different attackers^41^, and these miRNAs may be implicated in the regulation of the common downstream signaling pathway, responding to different stresses.

**Figure 6:**
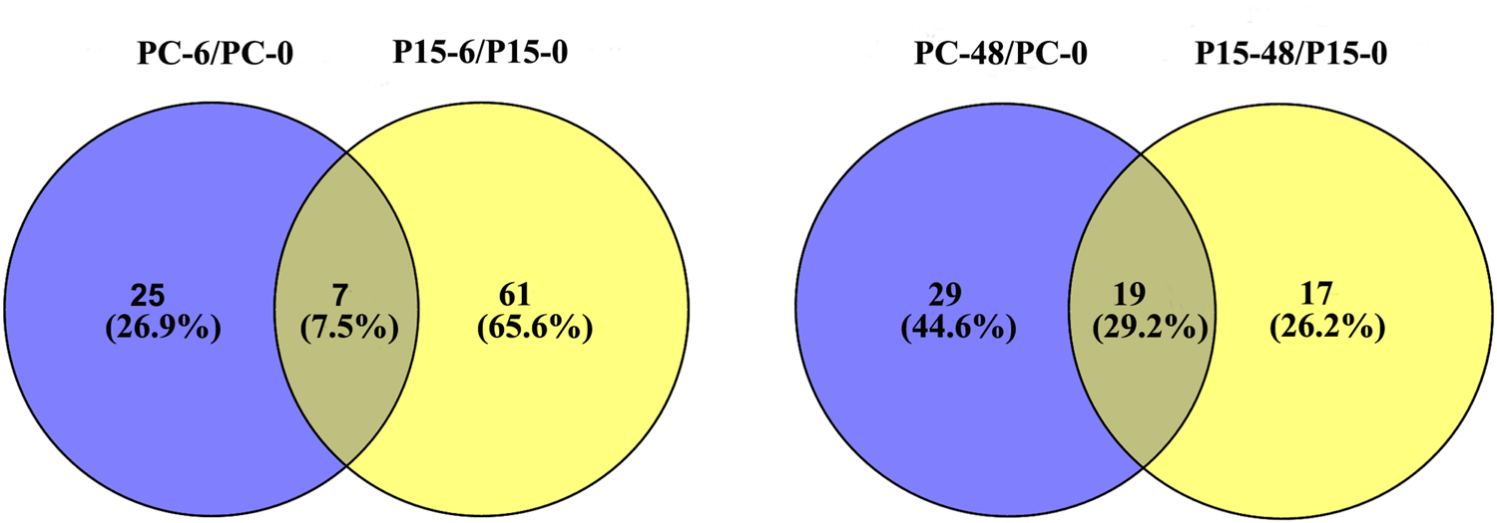
Venn diagrams of differentially expressed miRNA candidates. Venn diagram of the number of differently expressed miRNA molecules of the resistant *BPH15* introgression line (P15) and susceptible recipient line (PC) at 0 h, 6 h and 48 h after BPH infestation.

**Figure 7:**
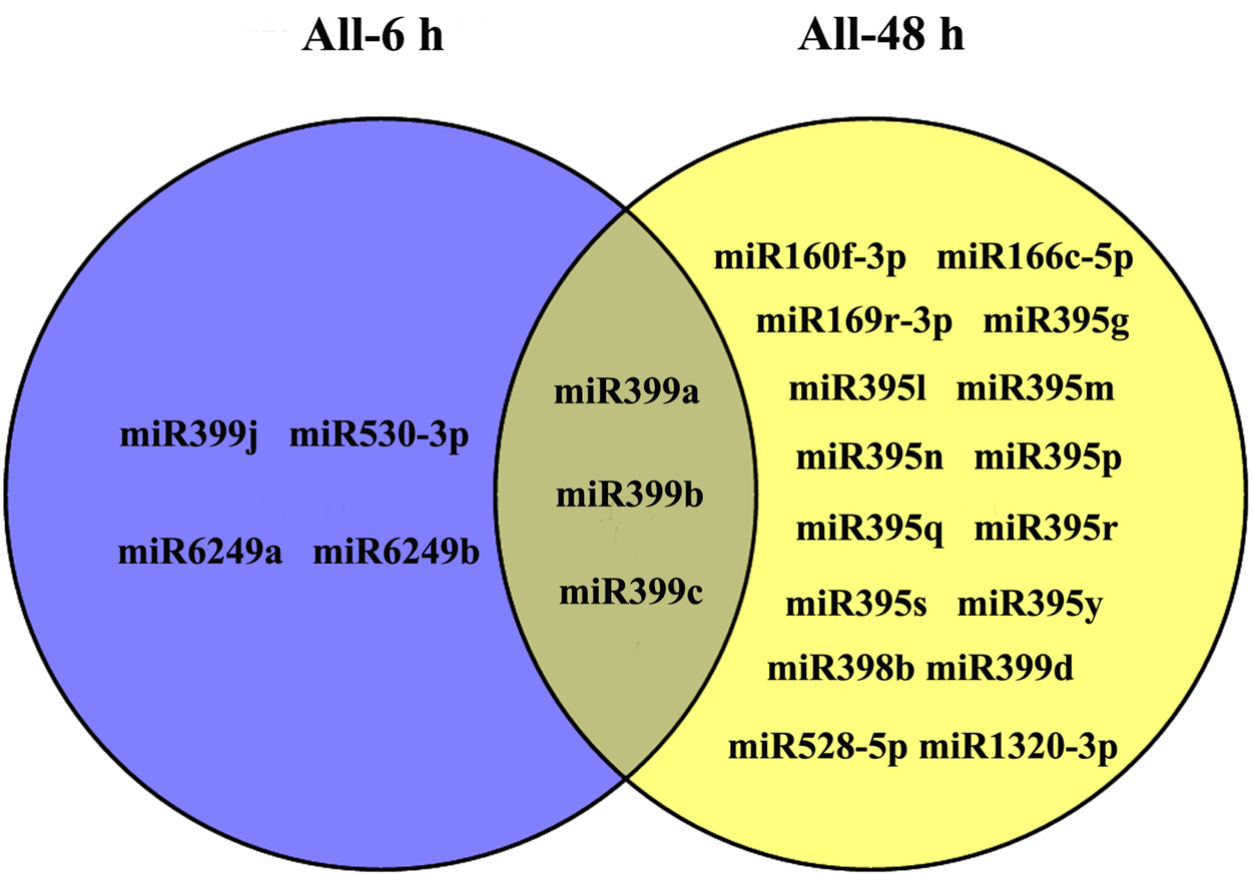
Venn diagram of common defense-related miRNAs in two rice genotypes 6 h and 48 h after BPH feeding.

### miRNAs expressed differentially in P15 and PC at 6 h and 48 h after BPH-feeding

As the Venn diagram shows (Fig. 6), at 6 h, there were 61 miRNAs recorded only in P15 and 25 miRNAs recorded only in PC. 

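Among the miRNAs differentially expressed at 6 h in P15 alone, miR172d-5p, of the family that targets AP2 factors, fell to 0.330 (95% counting interval 0.217 to 0.492) times its level at 0 h, miR5083 to 0.173 times and miR1431 to 0.217 times. In PC alone, miR399d fell by 1.36 on the log2 scale and miR6248 rose to 2.33 (1.10 to 5.27) times. 53 miRNAs were called in P15 alone and 26 in PC alone. A call in 1 line does not test the difference between lines. That difference (P15 minus PC, log2) was -1.53 (-2.30 to -0.76) for miR172d-5p and 0.59 (0.43 to 0.76) for miR399d, with the library totals. It moves with the scaling. With TMM, 28 miRNAs were called in P15 alone and 24 in PC alone, with median-of-ratios 25 and 27, and with the clean reads as totals 27 and 32.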

At 48 h, there were 17 miRNAs only in P15 and 29 miRNAs only in PC. 

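At 48 h, miR408-5p fell in P15 alone, to 0.240 (95% counting interval 0.0602 to 0.708) times its level at 0 h. In PC alone, miR3980a-3p fell from 68 to 14 reads, miR171e-5p fell by 1.74 on the log2 scale, and miR396c-3p by 1.38. The response in P15 minus that in PC was -2.70 (-4.48 to -0.92) for miR408-5p, 1.63 (0.53 to 2.72) for miR3980a-3p and 1.01 (0.52 to 1.49) for miR171e-5p. 17 miRNAs were called in P15 alone and 35 in PC alone. With TMM the numbers were 18 and 22, with median-of-ratios 16 and 38, and with the clean reads as totals 42 and 19.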

There were almost three times as many miRNAs in the P15-6/P15-0 comparison group as in PC-6/PC-0, while just seven miRNAs appeared simultaneously in the two groups. In contrast, there were fewer P15-48/P15-0 miRNAs than PC-48/PC-0 miRNAs, while there were large numbers of common miRNAs. 

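In P15-6/P15-0, miR530-5p, miR530-3p, miR156c-3p, miR169n, miR169r-3p, miR172d-5p, miR5083 and miR1431 were down-regulated with the library totals and also with TMM, median-of-ratios and the clean reads as totals. miR167a-5p, miR160f-5p, miR168a-3p, miR444e and miR1432-5p were down-regulated with the library totals and lost their calls with each of those 3. P15-6/P15-0 had 1.82 times as many differentially expressed miRNAs as PC-6/PC-0, and 1.16 times with TMM, 0.935 times with median-of-ratios and 0.848 times with the clean reads as totals. In 100 simulated pairs without effect, P15-6/P15-0 had a mean of 13.3 calls at the spread between libraries of the additive fit and 3.68 from counting error alone.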

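At 48 h, the auxin-related families miR160, miR167, miR390 and miR393 had 3 of 33 members down-regulated in PC (median log2 fold change -0.35, percentile 0.0450 of matched lists) and 1 of 32 in P15 (median -0.31, percentile 7.18), where TMM, median-of-ratios and the clean reads as totals gave 1, 0 and 5. With the library totals these were miR160f-3p, miR167a-3p and miR167c-3p in PC and miR160f-3p in P15, all star strands. The copper-related families had 3 of 8 members up-regulated in PC (percentile 99.95), under all 4 scalings, and 2 of 8 in P15, 0 with the clean reads as totals. SPL-related miRNAs had 0 of 23 members down-regulated in PC and 5 in P15, all -3p strands of miR156, and with TMM, median-of-ratios and the clean reads as totals the number in P15 was 5, 2 and 11. With the clean reads as totals the order of the lines reversed, with 73 miRNAs called in P15-48/P15-0 and 50 in PC-48/PC-0.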

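Within PC, 23 miRNAs were differentially expressed in the same direction at 6 and 48 h, among them the 16 miR395 members and miR399d. Within P15 there were 10, among them miR156c-3p, miR156f-3p and miR156g-3p. The times of a line share its 0 h library, which alone makes fold changes correlate. Over 213 groups of miRNAs with at least 60 reads, the covariance of the fold changes at 6 and 48 h was 0.133 in PC and 0.157 in P15, against 0.124 and 0.119 in simulated libraries without effect at the spread of the additive fit. Pearson's r was 0.390 and 0.435, below the 0.497 and 0.490 of such libraries. Such libraries shared 2.55 and 2.46 calls, and independent lists of these sizes would share 3.09 and 2.84.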

Comparing two time points for the same genotype, we found more P15-6/P15-0 miRNAs than P15-48/P15-0 miRNAs, but the number was fewer for PC-6/PC-0 than for PC-48/PC-0. These results indicate that at 6 h, the resistant plants had started to respond to the external stimuli, but the susceptible plants had only activated a small number of miRNAs, while in the later stage, the two genotypes responded in a more similar manner.

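The fold changes of the lines, which share no library, were compared across miRNAs, which are not independent replicates. Pearson's r between P15 and PC over 213 groups was 0.261 at 6 h and 0.496 at 48 h, and simulated libraries without effect gave -0.0150 and -0.00135. The covariance was 0.0778 and 0.204. miR530-5p was the only miRNA that edgeR's quasi-likelihood test over both lines called at 6 h, at -2.03 (standard error 0.45, adjusted p = 0.00247) on the log2 scale, lower in both lines. 30 miRNAs had an unadjusted p under 0.05 there, and DESeq2 called 0. The call of miR530-5p was also lost with library totals without TMM, with identical entries once and without P15-0 or P15-6. miR399d and miR169r-3p fell, and miR398b rose, in both lines at 48 h in that test. The paper rests its reading on the numbers of differentially expressed miRNAs, larger at 6 h than at 48 h in P15 and smaller at 6 h than at 48 h in PC, and on the larger number common to the lines at 48 h. It takes these results to mean that the resistant plants had begun to respond by 6 h, when the susceptible plants had activated few miRNAs, and that the lines responded more alike later.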

According to the annotation criteria for miRNAs in plants, the miRNAs from the same family probably have the same or similar mature sequences; normally, members from the same miRNA family have similar physiological functions^42^. We performed miRNA gene family classification and found several genotype-specific, differentially expressed miRNAs belonging to the same family (Table 3). We found 11 miRNA families that appeared in both genotypes, while P15 had more differentially expressed miRNAs than PC, and they were preferentially found in P15-6/P15-0. It is likely that in response to BPH attack, P15 was much wider and more rapid than PC. 

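Families with differentially expressed members in both lines numbered 19, and 12 when the miRNAs common to both lines at a time point were left out, a count added after the first was seen. P15 had 79 differentially expressed miRNAs in 35 families and PC 57 in 23. In P15-6/P15-0, 14 of the 19 miR169 members, which target NF-YA factors, were down-regulated (percentile 0.630 of matched lists), as were 6 of 23 SPL-related miRNAs (percentile 0.325), 9 of 32 auxin-related miRNAs (percentile 0.240) and 4 of 8 members of miR399 and miR827 (percentile 9.63). The 6 SPL-related ones were all -3p strands of miR156. The auxin-related ones held both guide strands, such as miR167a-5p, and star strands, such as miR167a-3p. With TMM, median-of-ratios and the clean reads as totals, miR169 had 5, 4 and 5 down-regulated members, the auxin-related miRNAs 2, 2 and 3, and the phosphate-related miRNAs 0 in each. No member of miR166, which targets HD-ZIP III factors, was differentially expressed in P15-6/P15-0. The family's median log2 fold change there was 0.04 with the library totals, 0.44 with TMM and 0.54 with median-of-ratios. miR166a-3p alone took 49.5% of the P15-0 total, so a large rise of it could not show on the library totals. In PC-6/PC-0, 5 of 8 phosphate-related miRNAs were down-regulated (percentile 0.225), 4 with TMM.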

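miR528-3p and miR528-5p arise from 1 precursor whose main product targets ascorbate oxidase. In P15-6/P15-0 miR528-3p fell by 1.20 on the log2 scale, a call lost with TMM, median-of-ratios and the clean reads as totals, and the response in P15 minus that in PC was -1.69 (-2.76 to -0.62). In PC-6/PC-0, miR2864.2 had 9 reads at 0 h and 1 at 6 h. miR399d had log2 fold changes of -0.77 and -0.98 in P15 at 6 and 48 h, which did not pass the threshold, and the difference between its responses at 48 h was 0.73 (0.54 to 0.93) (P15 minus PC).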

The miRNAs of the same family in the two different rice lines mostly exhibited a similar expression pattern, except for miR528 and miR2864. All the miRNAs were down-regulated after BPH attack, with the exceptions that miR528-3p in PC-48/PC-0 and miR2864.1 in P15-48/P15-0 were up-regulated. 

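miR528-3p rose in PC-48/PC-0 to 2.59 (95% counting interval 1.54 to 4.53) times its level at 0 h, and the response in P15 minus that in PC was -1.14 (-2.08 to -0.21) on the log2 scale. miR2864.1 rose from 7 to 16 reads in P15-48/P15-0, a ratio of 3.02 (1.18 to 8.69). Its call was lost with the clean reads as totals. Up-regulated miRNAs at 48 h also included miR398b, miR528-5p, miR166c-5p and miR1320-3p, and miR1320-5p was at least 2.44-fold higher in PC-48 than in PC-0.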

Nine of the 11 miRNA families have been reported to be responsive to biotic or abiotic stresses, except the miR1883 and miR2864 families^38, 39, 43^. 

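Of the 16 miR167 members, 5 were down-regulated in P15-6/P15-0, miR167a-3p, miR167a-5p, miR167b, miR167c-5p and miR167d-3p. miR167b, whose main target genes encode auxin response factors, fell by 1.16 on the log2 scale. In PC, miR167c-3p fell by 1.18 at 6 h, and at 48 h miR167a-3p fell by 1.38 and miR167c-3p fell as well. The 6 h call of miR167c-3p was lost with TMM and median-of-ratios. The calls of miR167a-5p and miR167b in P15-6/P15-0 were lost with TMM, median-of-ratios and the clean reads as totals, and that of miR167a-3p with TMM and median-of-ratios.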

Among 16 known members in miR167 family, we detected that six of them were down-regulated. 

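Of the 12 miR444 members, which target MADS-box factors, 5 were down-regulated in P15-6/P15-0, miR444a-3p.1, miR444a-3p.2, miR444d.1, miR444d.2 and miR444e. miR444e fell by 1.08 on the log2 scale, and its response in P15 minus that in PC was -0.81 (-1.08 to -0.55). This difference uses the library totals. It would be smaller with median-of-ratios, which raises P15-6/P15-0 (median -0.50 to 4.46e-04) more than PC-6/PC-0 (median -0.09 to -0.01). miR444d.3 fell in PC-6/PC-0, from 60 to 26 reads. No member was differentially expressed at 48 h in either line. With TMM, median-of-ratios and the clean reads as totals, 2 members were down-regulated in P15-6/P15-0 in each. The call of miR444d.3 was lost with TMM.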

Six miR444 members were detected, and all of them were found in the 6 h samples, indicating that miR444 members were involved in the early-stage response to BPH attack.

**Table 3:**
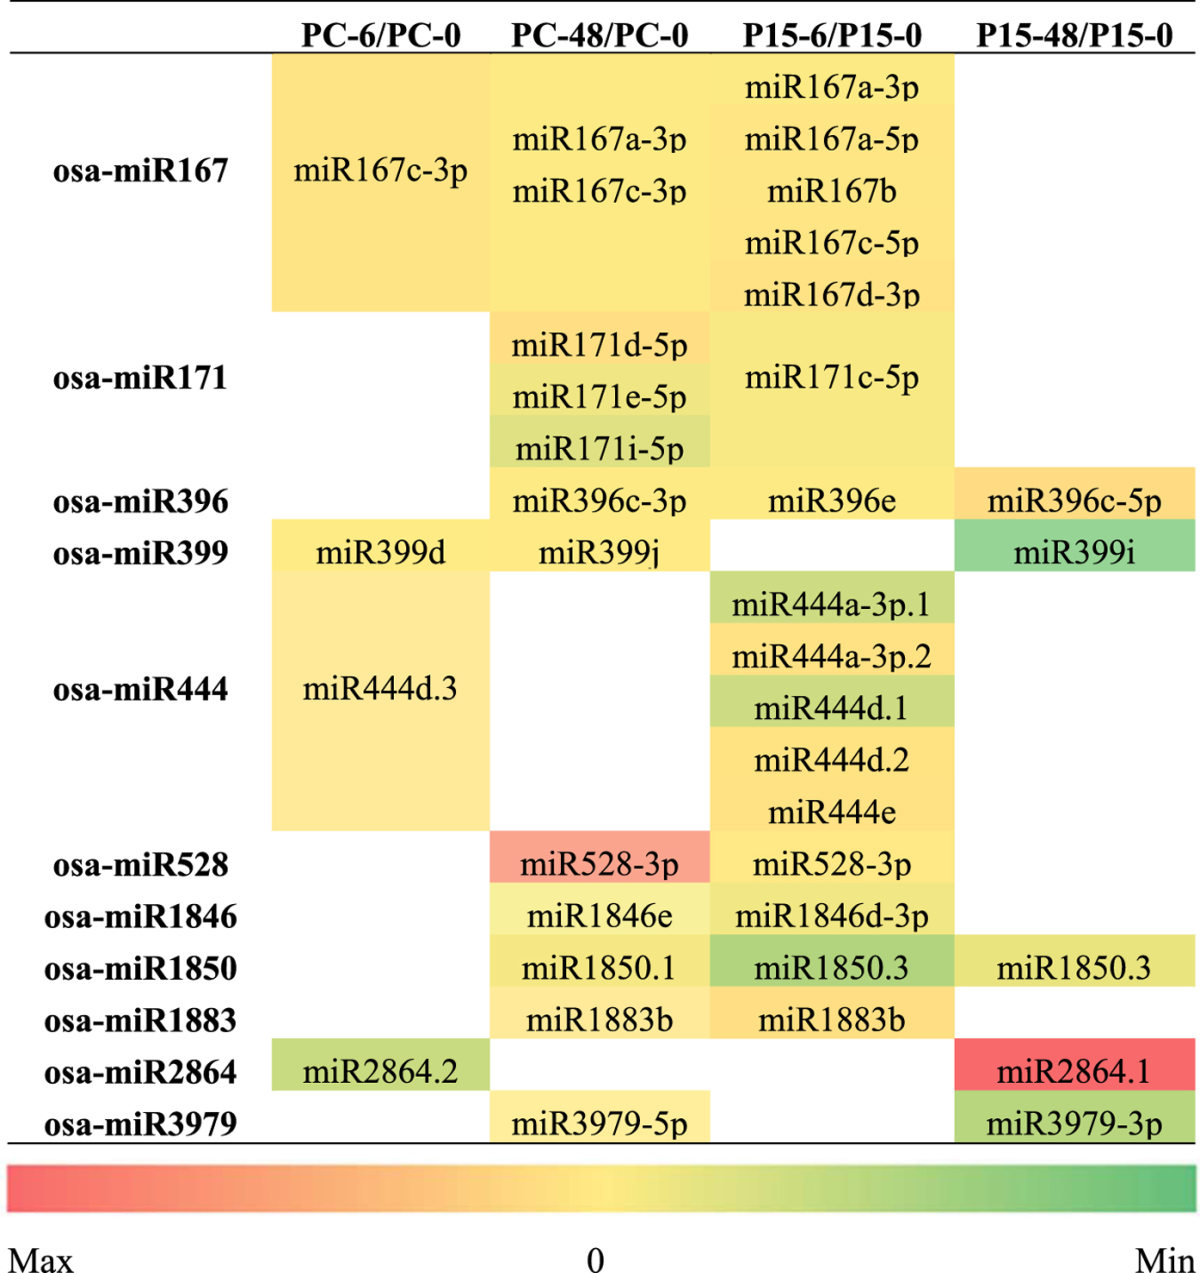
Differentially expressed miRNAs within the same families 6 h and 48 h after BPH feeding. The colors represent the fold-change values of the corresponding miRNAs.

Finally, 55 miRNAs were only found in P15 and 38 miRNAs were only found in PC (Table 4). 

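57 miRNAs were differentially expressed in P15 alone over both times and 35 in PC alone, with 42 and 21 distinct mature sequences. miR156c-3p, miR172d-5p, miR408-5p and miR530-5p were among those of P15, and miR171e-5p, miR399d, miR444d.3 and miR3980a-3p among those of PC. 22 miRNAs were differentially expressed in both lines. With TMM the numbers were 36 in P15 alone and 32 in PC alone, and with median-of-ratios 35 and 43, where PC had more. By distinct mature sequence P15 had more under both, 27 and 20 with TMM and 28 and 22 with median-of-ratios.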

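Of the miRNAs named for P15 in Table 4, miR169n, which targets NF-YA factors, fell by 1.62 on the log2 scale in P15-6/P15-0, with a difference from the response in PC of -2.24 (-3.19 to -1.29). miR160c-3p, miR1431 and miR5083 fell too, and miR168a-3p, the star strand of the miRNA that targets AGO1, fell by 1.22. Of these 48 miRNAs, 41 were differentially expressed in P15, 38 of them down-regulated at 6 h and 11 at 48 h. miR169i-3p, miR169m, miR408-3p, miR531a, miR531c, miR535-5p and miR1857-3p were not. miR160f-3p, miR169r-3p, miR6249a and miR6249b were also differentially expressed in PC. With TMM, median-of-ratios and the clean reads as totals, 23, 21 and 29 were called. The list was chosen on these libraries and is not independent evidence. For star strands, counts were summed over the entries of 8 families, so reads shared by entries enter more than once. In P15-6 this sum is 3998109, against a library total of 1644065. Of these sums, star strands, mostly those of miR168, made up 0.477% in P15-6, 0.833% in PC-6 and 1.11% in P15-0, which are not shares of distinct reads. Family by family, with the same sums, P15-6 was the lowest library only for miR156, miR166 and miR168.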

In P15, we found miR156b-3p/c-3p/f-3p/g-3p/h-3p/l-3p, miR159a.2, miR160c-3p/e-5p/f-3p/f-5p, miR168a-3p, miR169a/b/c/e/h/i-3p/i-5p.1/i-5p.2/j/k/l/m/n /o/r-3p/r-5p, miR172d-5p, miR408-3p/-5p, miR530-5p, miR531a/b/c, miR535-5p, miR1429-3p, miR1431, miR1432-5p, miR1857-3p, miR2121a/b, miR5083, miR5143a, miR5156, miR5513 and miR6249a/b (Table 4). Most of these miRNA families reportedly played roles in regulating the plant responses to abiotic or biotic stress^36, 38, 44^. The target genes of miR156, miR159, miR169, and miR172 are categorized into different transcription factor families – SBP, MYB, CBF, bZIP – which further regulate gene expression and signal transduction and probably play roles in stress responses^35^. We also found that these miRNAs have differential expression in P15. It has been reported that osa-miR531 targets 25 members of the MAPK cascade gene family^29^. miR531a/b/c were down-regulated at 6 h in P15, so the MAPK cascade would be activated in P15. On the other hand, the 38 miRNAs differentially expressed only in PC represented eight families (miR166, miR395, miR812, miR827, miR1320, miR1862, miR3980 and miR6248) (Table 4). These have been reported to be regulated in plants under abiotic stress such as cold, drought, and H_2_O_2_^30, 36, 39, 45–47^. These findings indicate the complex network of regulatory relationships between miRNAs and BPH stress.

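In P15, miR531b fell from 16 to 4 reads at 6 h, a log2 fold change of -2.17, and its call stayed under TMM, median-of-ratios and the clean reads as totals. miR531a and miR531c had a log2 fold change of -0.91 (exact-test P = 0.0989) and were not differentially expressed. In PC, miR531 had no reads at 6 h, so no change could be measured there. At 48 h miR531b had 11 reads in P15. MAPK activity is not analysed here.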

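In PC alone, miR395d and miR395g fell at 6 h, each by 1.28 on the log2 scale, and miR812g and miR812n-3p at 48 h, by 1.89 and 1.90. miR166k-5p, the star strand of a family that targets HD-ZIP III factors, fell by 1.11 at 48 h, and miR171i-5p by 2.23. The calls of miR812g and miR166k-5p were lost with TMM. miR1862a fell at 6 h to 0.452 (95% counting interval 0.201 to 0.946) times its level at 0 h, a call lost with TMM. The miRNAs differentially expressed in PC alone belonged to 16 families: miR166, miR167, miR171, miR395, miR396, miR399, miR444, miR812, miR1320, miR1846, miR1850, miR1862, miR2864, miR3979, miR3980 and miR6248. Of these, only miR812, miR1862, miR3980 and miR6248 had no member called in P15. The paper's 8 families are those of its Table 4, apart from the families of Table 3. miR827 did not pass the threshold in either PC comparison with the library totals, but did with the clean reads as totals. It was also called in PC when the counts of all entries were summed to give each library's total, a setting added later.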

**Table 4:**
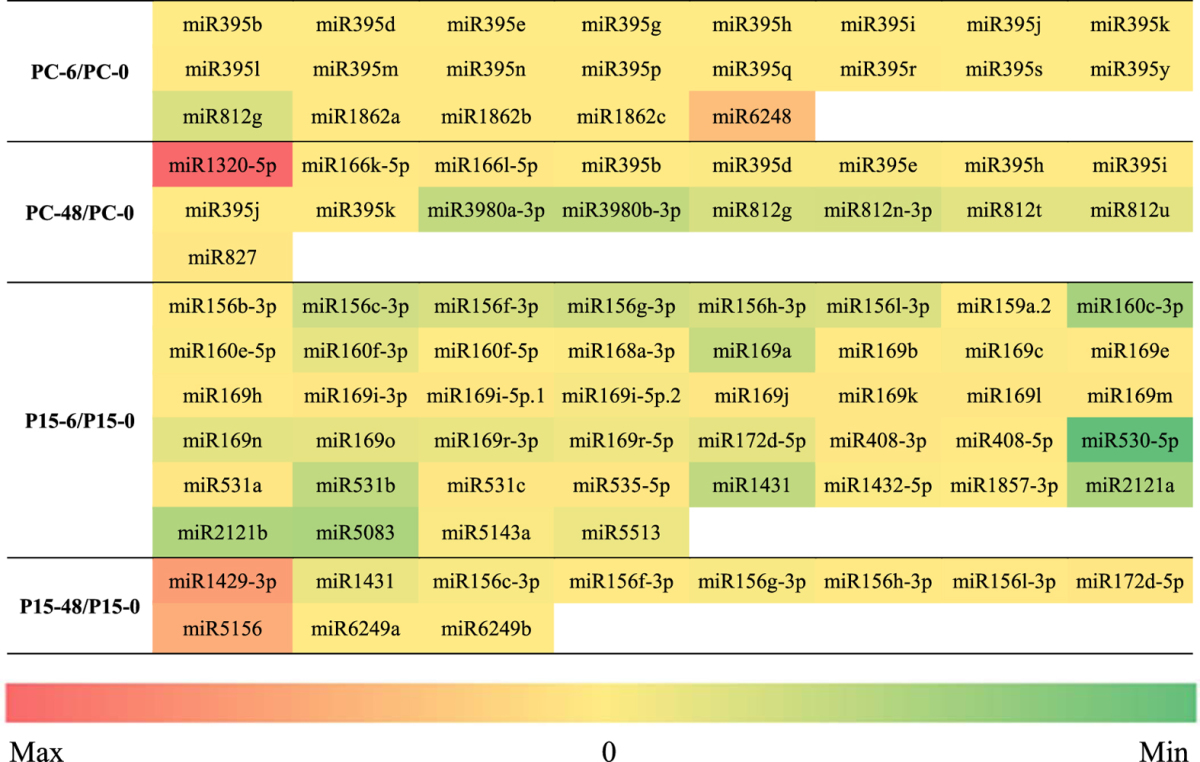
Differentially expressed miRNAs that belong to different families at 6 h and 48 h after BPH feeding. The colors represent the fold-change values of the corresponding miRNAs.

Based on the four comparison groups above, we predicted 1664 targets of 158 differentially expressed miRNAs. When the duplicated genes were removed, there were 472 genes remaining. To examine whether these genes were related to resistance, we carried out a GO analysis of them and identified the genes enriched in resistant GO terms with a P value < 0.05. We also checked their expression with the RNA-seq data to determine whether each of them was the opposite of their corresponding miRNA or not^32^. Eventually, we identified 94 targets that exhibited the opposite expression to 46 miRNAs and were also related to defense responses (Table S4).

### miRNA down-regulated the expression of a reporter construct that contains the target sequence

In theory, a miRNA could negatively regulate its target gene expression. We selected two miRNAs and their predicted target genes for validation in rice protoplasts: miR160f-5p and miR167a-5p, with target genes of auxin response factor 16 (*ARF16*/LOC_Os02g41800) and NBS-LRR disease resistance protein (*NB-ARC*/LOC_Os07g29820), respectively. Compared with the protoplasts just transfected with the target plasmid *ARF16-YFP*, the YFP signal of the protoplasts co-transfected with *ARF16-YFP* and miR160f-5p was reduced. However, the YFP signal was not affected by co-transfection with blank plasmid *YFP* and miR160f-5p (Fig. 8a). Similarly, the expression of the target gene *NB-ARC* was down-regulated by the co-expression of miR167a-5p (Fig. 8b). Western blotting confirmed the protein expression in protoplast cells in accordance with the YFP signal (Fig. 8c,d). Both protoplast fluorescence results and western blotting results show that miR160f-5p negatively regulated the expression of *ARF16* and miR167a-5p negatively regulated the expression of *NB-ARC* in rice cells.

**Figure 8:**
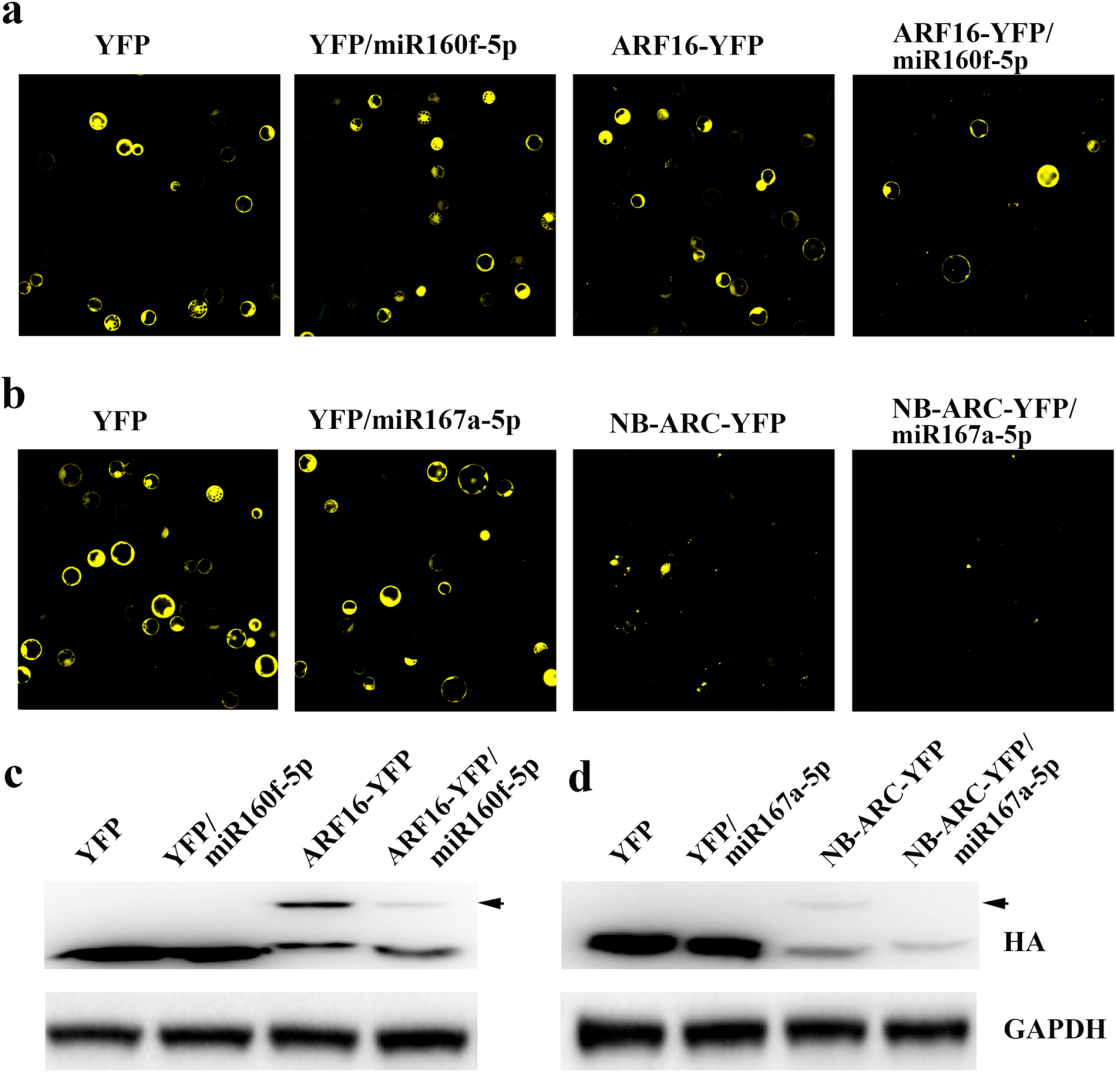
Target assay of effect of miRNAs on the predicted target gene expression in rice protoplasts. (**a**) Fluorescence micrographs of rice protoplasts transfected with YFP, YFP/miR160f-5p, ARF16-YFP and ARF16-YFP/miR160f-5p from left to right. The photographs were taken at 60 × magnification. (**b**) Fluorescence micrographs of rice protoplasts transfected with YFP, YFP/miR167a-5p, NB-ARC-YFP and NB-ARC-YFP/miR167a-5p from left to right. The photographs were taken at 60 × magnification. (**c**) Western blot analysis of ARF16 expression or black plasmid expression in rice protoplasts transfected with YFP, YFP/miR160f-5p, ARF16-YFP and ARF16-YFP/miR160f-5p from left to right using anti-HA and anti-GAPDH antibodies. ARF16 is indicated with arrow. (**d**) Western blot analysis of NB-ARC expression or black plasmid expression in rice protoplasts transfected with YFP, YFP/miR167a-5p, NB-ARC-YFP and NB-ARC-YFP/miR167a-5p from left to right using anti-HA and anti-GAPDH antibodies. NB-ARC is indicated with arrow. The original blots of **c** and **d** are shown in Fig. S5.

## Discussion

Evidence is accumulating for a role of miRNAs in the plant responses to biotic stress^14–18^. In plant-insect interactions, aphid-induced small RNA expression has been studied in many plants^48^. This is the first report of the miRNA response to herbivore insect in rice. In this study, our work provides a detailed snapshot of the miRNA expression pattern in host rice after BPH attack, which helped us dissect the interaction between rice and BPH and also the mechanisms of *BPH15* resistance related to miRNAs. We compared the miRNA expression between the resistant (P15) and susceptible (PC) rice plants before and after BPH attack. A total of 464 known miRNAs and 183 potential novel miRNAs were identified, and among them 158 miRNAs were differentially regulated in rice plants infested by BPHs. The results indicate that BPH feeding re-programmed the miRNA expression in rice. A wide range of genes are predicted to be regulated by these miRNAs, but the GO analysis of the target genes showed that the terms were mainly distributed in several categories, including the response to stimulus, signal transduction, callose deposition in cell wall, and leaf senescence. Our results suggest that miRNAs were involved in different pathways to regulate the defense responses of rice to BPH.

After BPH feeding, 104 miRNAs were differentially expressed in resistant rice P15 and 80 miRNAs in susceptible rice PC. Among them, 26 miRNAs were common in the two rice lines (Fig. 6). This indicates that more miRNAs are regulated in resistant plants than in susceptible plants in response to BPH feeding. We found a number of miRNAs differentially expressed in P15 before and after BPH attack. The expression level of miR444d decreased in 6 h after BPH feeding. miR444d targets a calmodulin-binding protein^49^. 

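miR444d.2, which has the same mature sequence as miR444a-3p.2, fell from 633 to 342 reads in P15 at 6 h, a log2 fold change of -1.09, and the response in P15 minus that in PC was -0.83 (-1.09 to -0.56). That difference uses the library totals and would be smaller with median-of-ratios. miR444d.1, which shares its reads with miR444a-3p.1, fell from 12 to 2 reads, and its call stayed under TMM, median-of-ratios and the clean reads as totals, whereas that of miR444d.2 was lost under each of them. In PC, miR444d.3 fell by 1.11 on the log2 scale at 6 h, a call lost with TMM.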

Ca^2+^ is a second messenger and triggers physiological changes in the plant immunity to pathogens^50^. Also, the early rice defense response to BPH involves a Ca^2+^ influx^51–53^. The alteration of Ca^2+^ levels acts as a signal to rice plant cells to elicit defense responses, including the formation of reactive oxygen intermediates (ROIs) and callose synthesis^53^. A calmodulin-binding protein was identified as a potential target of miR444d in this study, which suggests a role for miR444d in calcium signaling in the resistance to BPH at the early stage. The mitogen-activated protein kinase (MAPK) signaling cascade consists of several distinct MAPKKK-MAPKK-MAPK modules receiving signals from various upstream receptors and sending them to downstream targets through sequential phosphorylation, leading to the activation of physiological processes^54^, and it has been proven to act as an important signal transduction component in microbe and insect elicitor perception^55^. miR531a/b/c-targeting MAPK cascade genes were down-regulated in P15 at 6 h after BPH feeding, which suggested the involvement of miR531a/b/c for activating the MAPK pathway. In maize miR168, targeting the MAPK was also inhibited under drought stress^56^. In addition, we also confirmed that miR167a-5p inhibited the expression of an NB-ARC protein. The *NB-ARC* gene family is an important class of *R* gene that responds to the effectors of pathogens and insects^57^. As miR167a-5p expression decreased in P15 at 6 h, it is likely that this miRNA participates in effector-triggered immunity (ETI) signaling to regulate the defense response to BPH attack.

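miR167a-5p stood at 419 TPM in P15-0 and 189 in P15-6, a fold change of 0.451 (95% counting interval 0.392 to 0.518) with an exact-test P of 1.40e-31. In PC it stood at 508 and 314 TPM, a fold change of 0.617, which did not pass the threshold. The response in P15 minus that in PC was -0.45 (-0.72 to -0.19) on the log2 scale, with the library totals only. With median-of-ratios it would be nearer to no difference. Over the miRNAs with at least 20 reads, that scaling moved the median from -0.50 to 4.46e-04 in P15-6/P15-0 and from -0.09 to -0.01 in PC-6/PC-0. The interval does not cover this. With TMM, median-of-ratios and the clean reads as totals, miR167a-5p was not differentially expressed in P15-6/P15-0. Its NBS-LRR target is not analysed here.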

Plant auxin regulates many important aspects of development as well as responses to environmental stresses^58^. ARF16 has been reported to repress the auxin signal^36^. In our study, miR160f-5p declined in P15 at 6 h, which could balance the relationship between the plant growth and stress response. 

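miR160f-5p stood at 121 TPM in P15-0 and 52.9 in P15-6, a fold change of 0.439 (95% counting interval 0.335 to 0.571) with an exact-test P of 1.13e-10. The response in P15 minus that in PC was -1.30 (-1.82 to -0.79) on the log2 scale with the library totals, and would be smaller with median-of-ratios. Its call in P15-6/P15-0 was lost with TMM, median-of-ratios and the clean reads as totals. ARF16 expression in these plants is not analysed here.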

We also validated the effect of miR160f-5p on ARF16 expression in rice protoplasts; the overexpression of miR160f-5p led to the reduction of ARF16 protein in rice cells.

Members of the miR399 family were down-regulated after BPH attack. 

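miR399d, the most abundant miR399 member, stood at 1197, 466 and 364 TPM in PC at 0, 6 and 48 h and at 1403, 825 and 710.1 in P15. miR399a fell by 1.07 on the log2 scale in PC at 48 h, a call lost with TMM and median-of-ratios. miR399j was not differentially expressed in P15-48/P15-0, with a log2 fold change of -0.69. Of the 8 members of miR399 and miR827, 5 were down-regulated in PC at 48 h and 1 in P15, miR399i, which was at least 2.02-fold lower. Scaled by TMM, median-of-ratios and the clean reads, the numbers were 2, 2 and 6 in PC and 2, 1 and 6 in P15. edgeR's line effect over the 3 time points was 0.73 (standard error 0.23, adjusted p = 0.0280) for miR399d, higher in P15. DESeq2 and median-of-ratios kept this call, but it was lost with library totals without TMM, with no filter, with identical entries once and whenever any 1 library was left out.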

A previous studies showed that miR399 increased in response to low-phosphate stress and targeted a gene encoding a putative ubiquitin conjugating enzyme (UCE)^59, 60^. The differences in the expression of the same miRNAs under abiotic and biotic stresses illustrates that miRNAs alter their expression patterns to address multiple stresses. Members of the miR156 family target the SBP-LIKE and MYBs/TCPs transcription factors. SBP-LIKE is involved in the floral transition and regulation of flowering and affects the phase transition from vegetative growth to reproductive growth^61^. 

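miR156c-3p, the star strand of a family that targets SPL factors, fell from 351 to 105 reads in P15 at 6 h, a log2 fold change of -1.94, and by 1.37 at 48 h. miR156g-3p fell by 1.94, miR156f-3p by 1.83, miR156l-3p by 1.76 and miR156b-3p by 1.08 at 6 h. The 6 h response of miR156c-3p in P15 minus that in PC was -1.09 (-1.53 to -0.65) on the log2 scale. All 6 named strands were down-regulated at 6 h and 5 at 48 h. With TMM 5 were down-regulated at each time, with median-of-ratios 5 and 2. The guide strand miR156a, which acts on SPL mRNAs, was not differentially expressed in P15 at either time with the library totals. With the clean reads as totals, 11 of 23 SPL-related miRNAs were down-regulated at 48 h, more than the 6 named strands. Of the counts summed over all miR156 entries, the -3p strands made up 1.28% in P15-0, 0.720% in P15-6 and 1.18% in P15-48, and in PC 1.12%, 1.15% and 1.28%. Reads shared by entries are counted more than once in these sums, so the values are not shares of distinct reads.

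**Figure D4:**
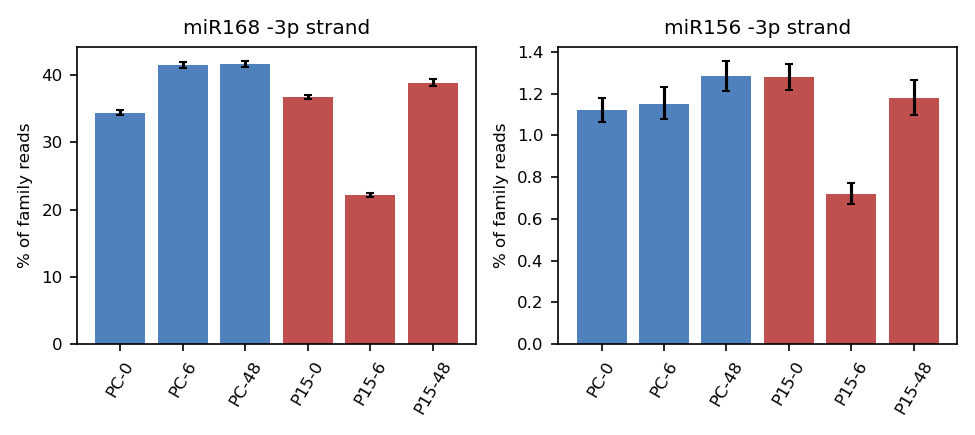
Share of -3p (star) counts in the counts summed over all entries of miR168 and of miR156 (percent) in the 6 libraries, PC in blue and P15 in red, with Wilson 95% confidence intervals as bars. For miR156, reads shared by entries are counted more than once, so its shares and intervals do not rest on distinct reads. In P15-6 the share was 22.2% for miR168, against 34.4% to 41.7% in the other libraries.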

TCP also directs the developmental processes of leaf morphogenesis^62^. miR156b-3p/c-3p/f-3p/g-3p/h-3p/l-3p were down-regulated in P15 when attacked by BPH, suggesting that miR156 may be involved in the adaption to BPH attack by modulating the plant morphological characteristics.

Additionally, we found that miR1846e and miR3979-3p were down-regulated by BPH attack, which was contrary to the case for pathogens^43^. This conflicting result highlights that these miRNAs are associated with resistance to pests and pathogens through different target genes that regulate different signal pathways. 

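miR1846e had 13 reads in PC-0 and 4 in PC-48, a fold change of 0.322 (95% counting interval 0.0765 to 1.04) with an exact-test P of 0.0490. Its call was lost with TMM and median-of-ratios, and in P15, with 14, 11 and 5 reads at 0, 6 and 48 h, it was not differentially expressed. miR3979-3p, an H2O2-responsive miRNA according to the paper, fell in P15 from 15 reads at 0 h to 1 at 48 h, a ratio of 0.0881 (0.00209 to 0.573) with an exact-test P of 0.00183.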

As regulators of stress, miRNAs exhibit unique behaviors under varying stress conditions, so more in-depth and detailed characterizations of stress-responsive miRNAs are needed in the future.

It was noted that the miRNA expression profiles significantly varied between the early stage (6 h) and late stage (48 h). During feeding on a rice plant, the BPH stylet transiently punctures the epidermis and then penetrates the plant cell walls. The insect subsequently salivates into the cells and ingests the phloem sap^51^. According to an electronic penetration graph (EPG) waveform recording, the phloem feeding generally appears 1–3 hours after the BPH settling on rice^51^. At the early stage of 6 h, the plant had not yet been damaged, so more miRNAs were regulated in P15 than in PC (Fig. 6). 

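Counted by distinct mature sequence, 42 sequences were differentially expressed in P15-6/P15-0 and 13 in PC-6/PC-0, since the 16 miR395 members called in PC have 1 mature sequence. miR530-5p fell by 3.66 on the log2 scale in P15 at 6 h, and its response in P15 minus that in PC was -2.65 (-4.19 to -1.10). With 1 entry per mature sequence, 21 sequences were called in P15 and 12 in PC under TMM, and the numbers were the same under median-of-ratios. These counts by sequence were chosen after the values were seen. Among P15 calls, 12 miRNAs had fewer than 20 reads in each library.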

The results demonstrated that the resistant plant responds more rapidly to BPH than the susceptible plant from the site of miRNA expression. As the feeding continued, the plant was damaged at the late stage, and the miRNA profile should thus be different from that in the early stage. miRNAs such as miR398, which keeps the balance the mount of ROS productivity and modulates hormone signaling cascades, and miR395, which participates in modulating plant growth and development, were regulated in both rice lines at the late stage (Fig. 7)^59, 63^. The regulation pattern of miRNA is consistent with the gene expression, hormones and metabolites at the early and late stages^21, 32, 64^.

Rice and BPH form a model system for the dissection of the mechanism of interaction between a crop and insect pest^65^. Zha *et al*. found 26 miRNAs differentially expressed in BPHs feeding on resistant rice and susceptible rice^66^. The target genes of these miRNAs belonged to pathways including metabolism, the circulatory system, neurodegenerative diseases, the immune system, and energy metabolism. Here, we presented miRNA expression profiles in rice plants before and after BPH attack. A number of miRNAs were differentially regulated in responding to BPH attack. These miRNAs regulate different pathways and contribute to the basal defense and specific resistance of rice against BPH. These results suggest mutual regulatory relationships between BPH and rice, by which BPH miRNAs would be regulated to adapt to rice resistance, and rice miRNAs would be regulated to resist BPH. Our results of miRNA regulation in rice infested by BPH provide valuable data to understand the plant’s defense system against herbivores.

## Materials and Methods

### Plant and insect materials

We used the *BPH15* introgression line (P15) and susceptible recipient line 9311 (PC)^25^. Two types of seed were sown in pots (20 cm in diameter and 20 cm in height), with 30 plants per pot in a greenhouse, which was controlled to have 30 ± 2 °C/14 h light (07:00–21:00) and 28 ± 2 °C/10 h dark (21:00–07:00) cycles. The rice was allowed to produce two leaves (about two weeks after sowing) before being used in the experiments.

The BPH population (biotype 1) was reared on TN1 under the same temperature and light regime described above. We used second or third instar nymphs of BPH for infestation experiments.

### BPH infestation and sample collection

We employed the endpoint method for BPH treatments and sample collection^64^. All time points of treatments began at different times and stopped at the same time. BPHs were introduced to the rice plants at a density of eight insects per seedling. Stem samples were collected 0, 6 and 48 h after BPH infestation. The samples are referred to as P15-0, P15-6, P15-48 for the *BPH15* introgression line and PC-0, PC-6, PC-48 for the susceptible recipient line, the number representing the time after infestation. The stems of 30 rice plants of each treatment were quickly cut as a combined sample, and immersed in liquid nitrogen, then stored at −80 °C.

### Small RNA library preparation and sequencing

Total RNA was isolated using a RNAiso Plus kit (TaKaRa) according to the manufacturer’s instructions. The construction of the six sRNA libraries consisted of the following steps: (1) polyacrylamide gel electrophoresis (PAGE) purification of the RNA bands and RNA molecules in the size range 18–30 nt enriched; (2) ligation of the 5p adapters to the RNA; (3) ligation of the 3p adapters to the RNA; (4) RT-PCR amplification to generate cDNA libraries; (5) the libraries were used for single-end 100 × 2 sequencing using Illumina HiSeq. 2000. The sequencing data have been submitted to the NCBI’s GEO database, the accession number is GSE92549.

### Small RNA analysis and miRNAs prediction

Raw reads of the six libraries were filtered to remove low quality reads, poly A, incorrect adaptors and sequences shorter than 18 nt. The clean reads were compared to GenBank (release 209.0) and Rfam (release 11.0) to move other types of RNA (rRNA, snRNA, snoRNA, tRNA). Also the clean tags were aligned with rice genome. Those mapped to exons or introns were removed, and the tags mapped to repeat sequences were also removed. The rest of the unique sequences were used to search against the miRBase database (release 21, http://www.mirbase.org/) for known rice miRNA identification.

Unidentified sequences that did not match any of the above databases were further analyzed to find potential novel miRNAs. We first compared sequences to selected plant precursors (with the exclusion of specific species) in miRBase, and the mapped pre-miRNAs were then aligned against the specific species genomes to determine their genomic locations. Then the remaining unmapped sequences were compared to the genome sequence of rice with no mismatch and related to the genome position to find possible novel miRNAs on the basis of secondary structure prediction using Mireap software. The criteria for secondary structure prediction were: (1) Minimal miRNA sequence length is 18 bp; (2) Maximal miRNA sequence length is 25 bp; (3) Minimal miRNA reference sequence length is 20 bp; (4) Maximal miRNA reference sequence length is 23 bp; (5) Maximal copy number of miRNAs on reference is 20; (6) Maximal free energy allowed for a miRNA precursor is -18 kcal/mol; (7) Maximal space between miRNA and miRNA* is 300 bp; (8) Minimal space between miRNA and miRNA* is 16 bp; (9) Maximal bulge of miRNA and miRNA* is 4 bp; (10) Maximal asymmetry of miRNA/miRNA* duplex is 4 bp; (11) Flank sequence length of miRNA precursor is 20 bp.

### Differential expression analysis of miRNAs

Before comparing different groups, the frequency of miRNA counts was normalized as transcripts per million (TPM). The P-value of differential expression was calculated using Bioconductor edgeR package^67^. We used the absolute value of log_2_FC ≥ 1 and P < 0.05 as the threshold to judge the significance of each miRNA expression difference.

### Target gene prediction and functional annotation

Target genes of miRNAs were predicted using patmatch software. Gene Ontology (GO) (http://www.geneontology.org/) was used to further identify the functions of target genes.

### Analysis of miRNAs by stem-loop RT-PCR and real-time RT-PCR

Total RNA was isolated using a RNAiso Plus kit (TaKaRa) according to the manufacturer’s instructions. We used 2 ug total RNA to synthesize the first strand cDNA using a PrimeScript RT reagent Kit with gDNA Eraser (TaKaRa Lot# AK2802). Primers used in the stem-loop RT-PCR are listed in Table S5. The cDNA was amplified by real-time RT-PCR using the SYBR green supermix (Bio-Rad) and CFX96 real-time system following the manufacturer’s instructions. Primers used in real-time RT-PCR are also listed in Table S5. Three biological replicates were performed for each experiment. Normalized expression levels were calculated using the 2^−ΔΔC (t)^ method with U6 as the internal reference gene.

### Preparation and transformation of rice protoplast and western blotting assay

In order to verify predicted target genes. We constructed two kinds of plasmids, one encoded pri-miRNA (miR160f-5p, miR167a-5p), and the other was an approximately 300 bp DNA fragment of target mRNA (*ARF16*, *NB-ARC*) containing a sequence that is perfectly complementary to the mature form of miRNA followed by report genes of YFP and HA tags. The blank reporter plasmid (*YFP-HA*) was used as the control. Rice protoplasts were transiently transfected with these plasmids, and we recorded the number of fluorescing cells, and determined the amount of protein expression by western blotting. Thus, we were able to investigate the effect of miRNA on the expression of target genes. The detailed procedure was as follow.

Rice protoplasts isolated from 10-day-old wild-type plants stem were cotransfected with vectors expressing miRNA and the target gene using previously described procedures^68^. Briefly, the stems of about 100 seedlings were cut into 0.5 mm strips and immersed in Mannitol (0.6 M) for 10 min, then the tissue was transferred to 10 mL enzyme solution (1.5% Cellulase R-10, 0.75% Macerozyme R-10, 0.6 M mannitol, 10 mM MES, pH 5.7, 10 mM CaCl_2_, and 0.1% BSA) and shaken in the dark at 28 °C for 4 h to 5 h, then 10 ml W5 solution (154 mM NaCl, 125 mM CaCl_2_, 5 mM KCl, and 2 mM MES, pH 5.7) was added, before being filtered to remove tissue, and centrifugated at 1500 rpm for 3 min to collect the protoplasts. 10 ug plasmid DNA was used to transfect every 100 µL (2 × 10^6^ cells) of rice protoplasts mediated by PEG (40% PEG4000, 0.1 M CaCl_2_, 0.2 M Mannitol). Transfected protoplasts were incubated in the dark at 28 °C for 16 h for protein expression. Finally, the protoplasts were scanned and imaged using a confocal microscope (FV10-ASW; Olympus). Primers used in this experiment are listed in Table S5.

To perform western blotting, the transfected protoplasts were collected by centrifugation at 1500 rpm for 3 min, the supernatant discarded, and protein extraction solution added (0.1 M Tris-HCl, pH 7.5, 5 mM MgCl_2_, 1 mM EDTA, 0.5% Triton 100 2 mM DTT, 1/1000 PMSF), flip mixed for 1 h at 4 °C, then centrifuged at 13200 rpm for 10 min to collect the supernatant, which was then mixed with 4 × SDS sample buffer (250 mM Tris-HCl, pH 6.8, 40% glycerol, 6% SDS, 20% β-mercaptoethanol, and 0.04% bromphenol blue) and boiled for 10 min, the extract was then analyzed by 10% (w/v) SDS-PAGE, after electrophoresis, using HA or GAPDH antibody to detect the expression of the target gene.

### Statistical analysis

Statistical analysis of differential expressed miRNAs was calculated using Bioconductor edgeR package with the condition that the ratio was greater than 2 and P < 0.05. The statistical analyses of all the real-time RT-PCR data were performed using One-way ANOVA in SPSS 7 for Windows version 16.0 (SPSS Inc., USA).

### Data availability

The datasets generated and analyzed in this study are available in the NCBI’ GEO repository, and are accessible through GEO series accession number GSE92549 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE92549).

## Electronic supplementary material

Supplementary information

How the deposited data were processed for this re-analysis (not part of the article)

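Small RNAs of 6 libraries were analysed, 1 per line (PC, P15) and time (0, 6, 48 h), each from the pooled tissue of 30 plants. The authors matched the clean reads to known rice miRNAs, to miRNAs of other plants and to predicted precursors, and deposited for each entry and library the number of reads (read count) and the TPM. The paper names miRBase release 21. The aligner and the number of mismatches allowed for known miRNAs are not given in the sources used here. The authors made TPM by dividing each count by a library total, and a count of 0 was written as 0.01 TPM by them. Each library total was computed back from the counts and TPM, and TPM equalled count over that total within 1.23e-04 percent for entries with at least 50 reads. The totals ranged from 1078716 reads in P15-48 to 1644065 in P15-6, with a median of 1313603.5. Many entries that share a mature sequence hold the same or nearly the same reads, so counts of miRNAs are not counts of independent sequences. Others with 1 mature sequence differ, such as miR156a with 50730 and miR156d with 219737 reads over the 6 libraries, and why was not tested. Known entries numbered 464, with 337 distinct sequences. The table held 0 per-sample columns of other samples.

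The 7 comparisons of Fig. 2 were made with edgeR 4.0.16 (exactTest, dispersion 0, prior count 0.125) on the library totals, in R 4.3.3. A miRNA was called at an absolute log2 fold change of at least 1 and an unadjusted P under 0.05, the thresholds that the paper states. The paper names edgeR, but the dispersion and the totals it used are not given in the sources used here. Dispersion 0 was chosen with Table 2 of the paper in view, which marks 1 against 9 reads as P < 0.05. Fold changes in the text are ratios of TPM with exact 95% counting intervals, except log2 fold changes, which are edgeR's. Against a count of 0, the fold is a lower bound from 3 reads. The difference between the responses of the lines is the difference of their log2 fold changes with the library totals, with a standard error from the counts of 4 libraries. Another scaling shifts it alike for all miRNAs at a time point. Across all 6 libraries, an additive model of time and line was fitted with edgeR's quasi-likelihood method (TMM, default filter, Benjamini-Hochberg adjusted p under 0.05), which takes the line-by-time interaction as error and leaves 2 residual degrees of freedom. Its common dispersion was 0.0363, and the variance of each miRNA was moderated toward that of all tested entries, copies included. DESeq2 1.42.0 was the second tool, edgeR loads limma 3.58.1, and tables and other tests were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

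The steps were tested on simulated data with 200 changed entries. In a simulated P15-6/P15-0 the exact test called 56 of 56 entries changed 4-fold and 25 of 46 changed 2-fold with at least 20 reads per library on average, 10 of 34 and 6 of 46 with fewer, and 1 of 129 and 2 of 120 unchanged entries. For the line effect over 3 time points the additive fit called 67 of 67 entries changed 4-fold, 54 of 61 changed 2-fold and 0 of 157 unchanged ones. Libraries without effect were simulated 100 times per comparison, from counting error alone and at the common dispersion. Each entry was drawn separately, so copies of 1 sequence do not move together there as they do in the data.

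Lists of families were fixed by family number: sulfate (miR395), phosphate (miR399, miR827), copper (miR397, miR398, miR408, miR528), SPL (miR156, miR529, miR535), AP2 (miR172), MYB and TCP (miR159, miR319), auxin (miR160, miR167, miR390, miR393), NAC (miR164), HD-ZIP III (miR165, miR166), NF-YA (miR169), GRAS (miR171), GRF (miR396), the miRNA pathway (miR162, miR168), MADS-box (miR444), NBS-LRR triggers (miR482, miR2118), MAPK (miR531), PPR (miR1425), EF-hand (miR1432), 3 families from the paper's tables (miR1861, miR1862, miR812), panicle triggers (miR2118, miR2275), miR156 against miR172 as a marker of age, and star strands of 8 families. The last 3 lists stand for other tissue, plant age and RNA processing. A list's median log2 fold change is given as its percentile among 10000 random lists of the same size, matched in 10 bins of mean expression, with identical entries taken once, as a description of these libraries.

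The miRNAs named in the text are, for each comparison, the 10 called groups with the largest absolute log2 fold change among those with at least 20 reads in the larger library, every miRNA that the paper names, whose values in its tables had been seen, for the additive fits the 10 groups with the smallest p, and the 10 most abundant known miRNAs of each library. Not all of them are printed. miRNAs outside this rule, such as miR399i, miR1861h and m0309-3p, were chosen after their values were seen. The comparisons, thresholds, lists and this rule were set before the data were examined, as were these alternatives: a biological coefficient of variation of 0.2 or 0.4, the common dispersion of the additive fit, TMM, median-of-ratios, the clean reads of Table 1 as totals, Benjamini-Hochberg adjustment, at least 20 reads over the pair, identical entries taken once, and for the additive fits library totals without TMM, median-of-ratios, DESeq2, no filter and each library left out. Added later were the column sums as totals and 1 entry per mature sequence, alone and with TMM or median-of-ratios. The counts by mature sequence and the second way of counting families were added later too. Correlations between comparisons used 213 groups with at least 60 reads over the 6 libraries. RT-PCR, target genes, mRNA data, protoplast assays and genome positions were not analysed here.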

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

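The explanations in this part and their tests were chosen after the results were seen. The additive fit and the pairwise calls with TMM, median-of-ratios and the clean reads as totals were set earlier.

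miR1846d-3p, miR2121a and miR2121b were down-regulated in P15 at 6 h and had positive log2 fold changes in PC that did not pass the thresholds. The log2 fold change of miR1846d-3p was -1.69 in P15 (17 to 6 reads) and 1.30 in PC (6 to 14 reads). That of miR2121a and miR2121b, which share their reads, was -2.45 in P15 (10 to 2 reads) and 1.84 in PC (2 to 7 reads). With 1 library per condition the difference between lines was not tested against plants, and the calls of miR1846d-3p and miR2121a in P15 were lost under TMM and median-of-ratios.

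m0309-3p, a predicted miRNA that the paper does not discuss, had 39, 34 and 36 reads in P15 at 0, 6 and 48 h and 0 in each PC library. Taken over the line, with 3 reads as the limit for PC, it was at least 34.0-fold higher in P15. No explanation for it was tested.

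The 60 miRNAs lower in P15-6/P15-0, with none higher, were set against 3 technical explanations. If the library total used for scaling were the cause, lower calls would no longer outnumber higher ones under TMM and median-of-ratios with 1 entry per mature sequence. They were 17 against 4 under TMM (exact binomial P = 0.00720) and 15 against 6 under median-of-ratios (exact binomial P = 0.0784), but both scalings centre the fold changes and so even out this balance themselves. With the clean reads as totals, which do not centre them, it was 28 against 0. The binomial test takes the called sequences as independent. All of them come from 1 pair of libraries, so its P-values measure no spread between plants or libraries. A first version of this test left out the clean reads and took the scaling as a candidate cause, and the demand on them was added after their split was seen. The scaling and a wide fall cannot be told apart for the other members, while miR530-5p, miR156c-3p and miR169n stayed down-regulated with TMM, median-of-ratios and the clean reads as totals. If the P15-0 library stood high, the same sequences would be higher in P15-0/PC-0 by about the size of their fall. Their median there was 0.37 (quartiles -0.01 to 0.70), against a median fall of -1.40, which leaves it open for part of them. The same sequences had medians of -0.47 in P15-48/P15-0 and -0.94 in P15-6/PC-6.

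A spread between libraries gave at most 13 lower calls in 100 simulated sets without effect at the common dispersion. That spread is assumed, and copies of 1 sequence were drawn separately, so 1 library per condition cannot decide. With counts summed over entries, P15-6 had the lowest share of star strands only for miR156, miR166 and miR168 of the 8 families. The response to 6 h of feeding, which the design names, stays open and untested against other plants. The P15-0/PC-0 and P15-6/P15-0 comparisons share P15-0. They had 8 calls in opposite directions, against 2.61 in simulated libraries without effect and 2.84 for independent lists, but the covariance of their fold changes was -0.0852, against -0.122 in such libraries, and r was -0.247 against -0.511.

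The mature sequences of miR1862a, miR1861b and miR531a were higher in P15 at all 3 times. A mislabelled library would bring the lines together in at least 1 library. The smallest ratio of the lowest P15 library to the highest PC library was 6.25 over miR1862a, miR1861b and miR531a, so these 3 separate the lines in all 6 libraries. They were chosen as higher in P15 at all 3 times, which favours a ratio above 1 but does not fix it. The rule also covered other sequences called in P15-0/PC-0, and miR530-5p met it, with 3.65 TPM in P15-6 against 17.1 in PC-0. The test therefore cannot decide. A sequence variant in 1 line could move reads to an entry with few mismatches. Of 17 entries within 2 mismatches, 7 match with 0 mismatches, and of the other 10, 2 (miR1861h and miR1861j, 1 sequence) were higher in all PC libraries. A first version of this test asked only for such entries, was met and took a variant as a candidate cause. The demand that they also carry at least 0.5 times as many reads was added after that value was seen. They had 28 reads in PC and 8 in P15, against 527 reads of miR1861b in P15 and 56 in PC. A variant cannot be told apart from a difference in expression, because only reads that match reference sequences are counted. Reads lost to a variant within the matching rules stay open, as does the introgression itself, which is the difference between the lines that the design names.

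The line effect over 3 time points called 15 miRNAs in edgeR. Of the 10 splits of the 6 libraries into 3 and 3, only 1, the real one, called as many, and the highest of the other 9 called 0. With 10 splits the share cannot fall under 0.05.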

How the results depend on the processing

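The alternatives with column sums and with 1 entry per mature sequence were chosen after the results were seen. No call of a named miRNA changed sign under the 3 other scalings, which was fixed in advance. A scaling moves all log2 fold changes of a comparison alike, here by less than the threshold of a call. The majority of calls changed direction in some settings. P15-6/PC-6 went from mostly lower to mostly higher with TMM, median-of-ratios, the clean reads as totals and a biological coefficient of variation of 0.4 (9 higher, 4 lower). With 1 entry per mature sequence it did so with median-of-ratios (8 higher, 7 lower) but not with TMM (6 higher, 9 lower). P15-48/P15-0 went from mostly lower to mostly higher with median-of-ratios, with all entries and with 1 entry per mature sequence (12 and 6). PC-6/PC-0 did so with TMM and 1 entry per mature sequence (7 and 5), under which PC-48/PC-0 had 10 and 10.

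Numbers of differentially expressed miRNAs that moved by more than 1.5 times were as follows. At a biological coefficient of variation of 0.4, P15-0/PC-0, P15-6/PC-6, P15-48/PC-48, PC-6/PC-0, PC-48/PC-0, P15-6/P15-0 and P15-48/P15-0 had 10, 13, 12, 1, 10, 9 and 2, and 0 miRNAs were common to the lines at 6 h and 0 at 48 h. At 0.2, PC-6/PC-0 had 13, P15-48/P15-0 15, and 1 was common at 48 h. At the common dispersion of the additive fit these were 18, 16 and 2. With TMM, P15-6/PC-6 had 23, P15-6/P15-0 29, and 1 was common at 6 h. With median-of-ratios, P15-6/P15-0 had 29, 1 was common at 6 h and 4 at 48 h, and the additive 6 h effect called 3. With the clean reads as totals, P15-6/P15-0 had 28, P15-48/P15-0 73, and 1 and 31 were common. With Benjamini-Hochberg adjustment PC-6/PC-0 had 19. For these the cause was not tested.

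With identical entries once, PC-6/PC-0 had 18, 4 were common at 6 h, and the additive fits called 4 for the line, 0 at 6 h and 0 at 48 h. With 1 entry per mature sequence, P15-48/PC-48 had 18, PC-6/PC-0 12, PC-48/PC-0 25, P15-48/P15-0 19, and 4 and 6 were common at 6 and 48 h. With TMM added, P15-6/PC-6 had 15, P15-48/PC-48 15, PC-6/PC-0 12, PC-48/PC-0 20, P15-6/P15-0 21, and 1 was common at 6 h. With median-of-ratios added, P15-0/PC-0 had 15, P15-6/PC-6 15, PC-6/PC-0 12, PC-48/PC-0 22, P15-6/P15-0 21, P15-48/P15-0 18, and 1 and 4 were common. Taking 1 entry leaves fewer entries by construction, and the settings with TMM or median-of-ratios change the scaling too, whose share was not tested. With column sums as totals, 19 miRNAs were common at 48 h, and the cause was not tested.

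In the additive fits, library totals without TMM called 0 at 6 h and 0 at 48 h, and DESeq2 0 and 1. In leave-one-out fits, the line effect called 9 (without PC-0 or P15-0) to 14 miRNAs, the 6 h effect 0 (without P15-0 or P15-6) to 11 (without PC-6), and the 48 h effect 0 (without PC-0, PC-48 or P15-0) to 32 (without PC-6), with 11 without P15-6. A time point left with 1 library was assumed to vary like the others, with 1 residual degree of freedom, and the cause was not tested.

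All 9 pairwise results with at least 20 reads, and the 3 additive ones with no filter, stayed within 1.5 times. P15-0/PC-0 stayed so in every alternative apart from a coefficient of variation of 0.4 and median-of-ratios with 1 entry per mature sequence. For named miRNAs, 696 calls were repeated under TMM, median-of-ratios and the clean reads as totals, of which 500 were kept and 196 lost. That 0 changed sign follows from the size of the shifts and says nothing of robustness. Depth limits the calls, since entries with fewer than 20 reads per library on average were recovered less often in simulated data. No paired analysis was possible because the labels give no replicate numbers to pair by, except that the additive fit compares the lines within each time point, with time as a factor.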

Differences from the paper's values

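The column sums as totals, the counts by mature sequence, the second way of counting families and the log2 scale for miR398b were chosen after the values were seen.

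The paper gives 19 miRNAs common to the lines at 48 h, and the number here is 12. Of the alternatives set before the data were examined, TMM (16) comes within 1.5 times of the paper's value. A coefficient of variation of 0.2 (1) or 0.4 (0), the common dispersion (2), median-of-ratios (4), the clean reads as totals (31), Benjamini-Hochberg adjustment (9), at least 20 reads (11) and identical entries once (8) do not. Of those added later, 1 entry per mature sequence (6), alone or with TMM (8) or median-of-ratios (4), does not. With the column sums as totals, chosen after seeing the values, the number is 19, and this setting drops 0 of the 48 miRNAs that the paper names for P15.

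The paper gives 11 families with members differentially expressed in both lines, and the number here is 19. A coefficient of variation of 0.2 (11), the common dispersion (11), TMM (12), median-of-ratios (12), the clean reads as totals (16), Benjamini-Hochberg adjustment (12) and at least 20 reads (13) come within 1.5 times, whereas a coefficient of variation of 0.4 (2) and identical entries once (19) do not. The column sums (19) and 1 entry per mature sequence (17) do not either, and TMM or median-of-ratios with 1 entry (12 each) do. Leaving out the miRNAs common to a time point gives 12, a definition added after both counts were seen.

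With the column sums as totals, chosen after seeing the values, the calls number 23, 50, 32, 32, 48, 68 and 36 in P15-0/PC-0, P15-6/PC-6, P15-48/PC-48, PC-6/PC-0, PC-48/PC-0, P15-6/P15-0 and P15-48/P15-0, which match the numbers in Fig. 2, and all 48 miRNAs named for P15 are called, 0 dropped. With the library totals, 7 of these 48 are not differentially expressed in P15, among them miR531a and miR531c, which the paper gives as down-regulated at 6 h. Their fold change in P15-6/P15-0 was 0.528. miR531b is called under both. The paper gives 158 differentially expressed miRNAs over the 4 feeding comparisons. The number of distinct miRNAs here is 114, and 119 with the column sums, under which the sum over comparisons minus the common ones is 158.

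The paper gives miR398b as 1.45-fold higher in PC than in P15 at 48 h. The fold here is 2.88, and on the log2 scale it is 1.53, or 1.46 with the column sums. Whether the paper's number is a log2 value is not stated.

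The paper lists miR166c-5p as up-regulated and, later in the same paragraph, as down-regulated in both lines at 48 h. It was up-regulated in both here, with 106 reads in PC-48 and 80 in P15-48. miR1320-3p, which falls among the paper's down-regulated common miRNAs, was up-regulated in both, with 18 reads in each line at 48 h. The paper states no preference for a first U among the other-plant miRNAs, without saying whether all 739 or the 85 with at least 100 reads are meant. U was the most frequent first base in both here, with 286 (38.7%) of 739 and 45 of 85. The paper states that P15-6/P15-0 has almost 3 times as many miRNAs as PC-6/PC-0, although its own numbers, 68 and 32, give 2.12, and the ratio here is 1.82. The paper also lists members of the miR160, miR169 and miR6249 families as found in P15 only, and miR160f-3p, miR169r-3p, miR6249a and miR6249b were called in PC as well.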

Other observations

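The test of CCA ends was chosen after the sequences were seen. The lists were set earlier.

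Of 14 sequences matched to other plants that are 18 or 19 nt long with at least 100 reads, 7 end in CCA, among them MIR8155-y, MIR8175-y and MIR5072-x, against 2 of 71 longer ones (two-sided Fisher's exact P = 2.12e-05). Counted by distinct sequence the numbers are 5 of 12 and 2 of 69 (Fisher's exact P = 5.53e-04). Mature tRNAs end in CCA, so reads from the 3′ ends of tRNA are a candidate source of such short sequences. The authors state that they removed reads matching tRNA in GenBank and Rfam, so such reads would be those left by that step. Among sequences with fewer than 100 reads, 1.52% of the short and 0.388% of the longer ones end so (Fisher's exact P = 0.254), where no such difference was found. The sequences were not matched to tRNA genes here, and no biological explanation was tested.

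Of the lists not given at a claim, in P15-6/P15-0 miR172 had 1 of 4 members down-regulated, miR159 and miR319 1 of 10 (percentile 99.4), miR171 1 of 13 (percentile 24.0), miR396 1 of 13 (percentile 94.4), miR162 and miR168 1 of 4, miR1432 1 of 2 and the copper families 1 of 8. That of miR172 stayed under TMM, median-of-ratios and the clean reads as totals, those of miR171 and miR396 stayed with the clean reads as totals only, and the others were lost under all 3. None of the 24 miR166 members was called there, with a median above all 10000 matched lists. That median was 0.04 on the log2 scale with the library totals and 0.44 with TMM. In the same comparison miR444 had 5 of 12 down-regulated (percentile 2.21). miR164, miR482 with miR2118, miR1425, miR1861, miR1862 and miR812 had 0, but with TMM and with median-of-ratios 2 members of miR482 with miR2118 and 3 of miR1862 were up-regulated. In PC-48/PC-0, miR171 had 3 of 12 down-regulated and miR812 4 of 22, against 2 and 1 with TMM. In P15-48/PC-48, 3 miR812 members were higher in P15, and 0 with TMM or the clean reads as totals. In P15-0/PC-0 the SPL-related list had 1 of 23 up-regulated members and a median at percentile 99.95 of matched lists, in P15-48/PC-48 at percentile 0.0200. In PC-6/PC-0 none of the 23 was called, with a median log2 fold change of -0.61 below all matched lists. The 23 include 19 miR156 entries with 7 mature sequences, so these percentiles do not rest on independent members. Star strands had 14 of 38 down-regulated in P15-6/P15-0 (percentile 0.260) and 9 of 38 in PC-48/PC-0. The numbers with TMM, median-of-ratios and the clean reads as totals were 9, 9 and 11 in the former and 5, 7 and 9 in the latter.

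miR1861h and miR1861j, which share 1 sequence, were lower in P15 than in PC at 6 and 48 h (2 against 9 reads, ratio 0.170 (95% counting interval 0.0179 to 0.822), and 3 against 14, ratio 0.255 (0.0470 to 0.913)), opposite to miR1861b. The call at 6 h was lost with TMM, median-of-ratios and the clean reads as totals.

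As markers of other tissue, the panicle triggers miR2118 and miR2275 had 0 members called in the 7 comparisons with the library totals, and 2 up-regulated in P15-6/P15-0 with TMM and with median-of-ratios. The most abundant miR2118 entry had 58 to 89 reads per library. As markers of age, the most abundant miR156 entry, a juvenile marker, had 22096 to 48076 reads per library and the most abundant miR172 entry 64 to 92.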
